# Touch receptor end-organ innervation and function require sensory neuron expression of the transcription factor Meis2

**DOI:** 10.7554/eLife.89287

**Published:** 2024-02-22

**Authors:** Simon Desiderio, Frederick Schwaller, Kevin Tartour, Kiran Padmanabhan, Gary R Lewin, Patrick Carroll, Frederic Marmigere

**Keywords:** dorsal root ganglion, TALE homeodomain, sensory neurons, Meis2, transcription factor, Chicken, Mouse

## Abstract

Touch sensation is primarily encoded by mechanoreceptors, called low-threshold mechanoreceptors (LTMRs), with their cell bodies in the dorsal root ganglia. Because of their great diversity in terms of molecular signature, terminal endings morphology, and electrophysiological properties, mirroring the complexity of tactile experience, LTMRs are a model of choice to study the molecular cues differentially controlling neuronal diversification. While the transcriptional codes that define different LTMR subtypes have been extensively studied, the molecular players that participate in their late maturation and in particular in the striking diversity of their end-organ morphological specialization are largely unknown. Here we identified the TALE homeodomain transcription factor Meis2 as a key regulator of LTMRs target-field innervation in mice. *Meis2* is specifically expressed in cutaneous LTMRs, and its expression depends on target-derived signals. While LTMRs lacking *Meis2* survived and are normally specified, their end-organ innervations, electrophysiological properties, and transcriptome are differentially and markedly affected, resulting in impaired sensory-evoked behavioral responses. These data establish *Meis2* as a major transcriptional regulator controlling the orderly formation of sensory neurons innervating peripheral end organs required for light touch.

## Introduction

Tactile stimuli like brush, light pressure, or roughness engage highly specialized and diverse arrays of mechanoreceptors in both the hairy and glabrous skin (Abraira and Ginty, 2013; Delmas et al., 2011; Handler and Ginty, 2021; Lechner and Lewin, 2013; Wu et al., 2021; Zimmerman et al., 2014; Li et al., 2011). Somatosensory perception via these mechanoreceptors involves primary sensory neurons whose cell bodies reside within dorsal root ganglia (DRG) and cranial sensory ganglia. These sensory neurons within the DRG can be broadly classified as nociceptors, mechanoreceptors, or proprioceptors, and each group is characterized by the expression of specific combination of genes and have distinctive physiological properties and projections within the spinal cord and periphery (Lallemend and Ernfors, 2012; Marmigère and Ernfors, 2007; Vermeiren et al., 2020).

Cutaneous mechanoreceptors or low threshold mechanoreceptors (LMTRs) exhibit a variety of specialized terminal endings in the hairy and glabrous skin with strikingly unique morphologies (Abraira and Ginty, 2013; Delmas et al., 2011; Handler and Ginty, 2021; Lechner and Lewin, 2013; Zimmerman et al., 2014; Li et al., 2011; Sharma et al., 2020; Schwaller et al., 2021). LTMRs projecting to the glabrous skin innervate Merkel cell complexes or Meissner corpuscles at the dermal–epidermal border. Those innervating Merkel cells in the glabrous or hairy skin have large thickly myelinated axons (Aβ-fibers) and are characterized as slowly adapting mechanoreceptors responding to skin movement and static displacement (also referred to as Aβ-SAIs). On the other hand, Meissner corpuscles are mechanoreceptors which are only sensitive to skin movement or vibration (rapidly adapting mechanoreceptors) and are referred to as Aβ-RAs. LTMRs innervating hair follicles in the hairy skin can form lanceolate endings or circumferential endings. Virtually all mechanoreceptors innervating hairs show rapidly adapting properties and respond only to hair movement, but not to static displacement (Lechner and Lewin, 2013). LTMRs with large myelinated axons innervating hairy skin are characterized as Aβ-RAs, and a specialized population of slowly conducting myelinated fibers called D-hair mechanoreceptors (or Aδ-RAs) also form lanceolate endings on small hairs. D-hair mechanoreceptors are most sensitive to low-velocity stroking, have large receptive fields, and are directionally tuned (Li et al., 2011; Walcher et al., 2018). A small number of LTMRs in the hairy skin are not activated by hair movement but show properties of rapidly adapting mechanoreceptors (Lewin and McMahon, 1991). These were originally characterized as so-called field receptors (Lewin and McMahon, 1991; Burgess and Horch, 1973) and were recently shown to form circumferential endings around hair follicles (Bai et al., 2015). LTMRs tuned to high-frequency vibration are called Aβ-RAII and innervate Pacinian corpuscles deep in the skin or on the bone (Schwaller et al., 2021). Ruffini endings that are thought to be innervated by stretch-sensitive mechanoreceptors (Aβ-SAII) remain poorly characterized in mice (Handler and Ginty, 2021). Recent advances in combining single-cell transcriptomic and deep RNA sequencing with genetic tracing have tremendously extended the classical subtypes repertoire and clustered at least 20 different subtypes of LTM neurons (Wu et al., 2021; Sharma et al., 2020; Bai et al., 2015; Usoskin et al., 2015; Zheng et al., 2019).

Cracking the transcriptional codes supporting sensory neuron identity and diversification has been the object of tremendous efforts in the last decades (Wu et al., 2021; Lallemend and Ernfors, 2012; Marmigère and Ernfors, 2007; Sharma et al., 2020; Usoskin et al., 2015; Zheng et al., 2019). For instance, the functions of specification factors or terminal selectors, like Maf, Shox2, Runx3, Pea3, and ER81, have been functionally implicated in LTMR segregation (Lallemend and Ernfors, 2012; Marmigère and Ernfors, 2007; Scott et al., 2011; Abdo et al., 2011; Arber et al., 2000; Hu et al., 2012). Whereas the specific function of adhesion molecules in shaping the assembly of touch circuitry is being unraveled (Meltzer et al., 2023), the transcriptional control of target cell innervation within the skin and of the establishment of specialized peripheral end-organ complexes is less understood. Meis2 is another TF expressed in LTMRs (Sharma et al., 2020; Usoskin et al., 2015; Zheng et al., 2019). Its mutation in humans causes severe neurodevelopmental defects (Gangfuß et al., 2021; Giliberti et al., 2020; Shimojima et al., 2017), and somatic mutations of its DNA consensus binding site are associated with neurodevelopmental defects (Bae et al., 2022). It belongs to a highly conserved homeodomain family containing three members in mammals, Meis1, Meis2, and Meis3 (Geerts et al., 2003; Longobardi et al., 2014), and *Meis1* is necessary for target-field innervation of sympathetic peripheral neurons (Bouilloux et al., 2016). We thus wondered if Meis2 could also be a pertinent regulator of late primary sensory neuron differentiation.

Here, we show that Meis2 regulates the innervation of specialized cutaneous end organs important for LTMR function. We confirmed that *Meis2* expression is restricted to LTMR subclasses at late developmental stages compatible with functions in specification and/or target-field innervation. We generated mice carrying an inactive *Meis2* gene in postmitotic sensory neurons. While these animals are healthy and viable and do not exhibit any neuronal loss, they display tactile sensory defects in electrophysiological and behavioral assays. Consistent with these findings, we identified major morphological alterations in LTMR end-organ structures in *Meis2* null sensory neurons. Finally, transcriptomic analysis at late embryonic stages showed dysregulation of synapse and neuronal projection-related genes that underpin these functional and behavioral phenotypes.

## Results

### *Meis2* is expressed by cutaneous LTMRs

We analyzed *Meis2* expression using in situ hybridization (ISH) at various developmental stages in both mouse and chick lumbar DRG, combined with well-established molecular markers of sensory neuron subclasses (Figure 1A, Figure 1—figure supplements 1 and 2). In mouse, *Meis2* mRNA was first detected at embryonic day (E) 11.5 in a restricted group of large DRG neurons. This restricted expression pattern was maintained at E14.5, E18.5, and adult stages (Figure 1A). In chick, *Meis2* was expressed in most DRG neurons at Hamburger–Hamilton stage (HH) 24, but later becomes restricted to a well-defined subpopulation in the ventrolateral part of the DRG where LTMRs and proprioceptors are located (Rifkin et al., 2000; Figure 1—figure supplement 2A). In both species, *Meis2*-positive cells also expressed the pan-neuronal marker Islet1, indicating that they are postmitotic neurons. In chick, we estimated that *Meis2*-positive cells represented about 15% of Islet1-positive DRG neurons at HH29 and HH36, respectively, suggesting a stable expression in given neuronal populations during embryonic development. Double ISH for *Meis2* and *Ntrk2*, *Ntrk3* or *Ret* mRNAs in E14.5 and E18.5 mouse embryonic DRG (Figure 1—figure supplement 1A and B) showed a large co-expression in *Ntrk2-* and *Ntrk3*-positive neurons confirming that *Meis2*-positive neurons belong to the LTMR and proprioceptive subpopulations. Finally, double ISH for *Meis2* and *Ret* in E14.5 mouse DRG showed that virtually all large *Ret*-positive neurons representing part of the LTMR pool co-expressed *Meis2* at this stage before the emergence of the small nociceptive *Ret*-positive population. Similar results were found in chick at HH29 (Figure 1—figure supplement 2B).

**Figure 1.**
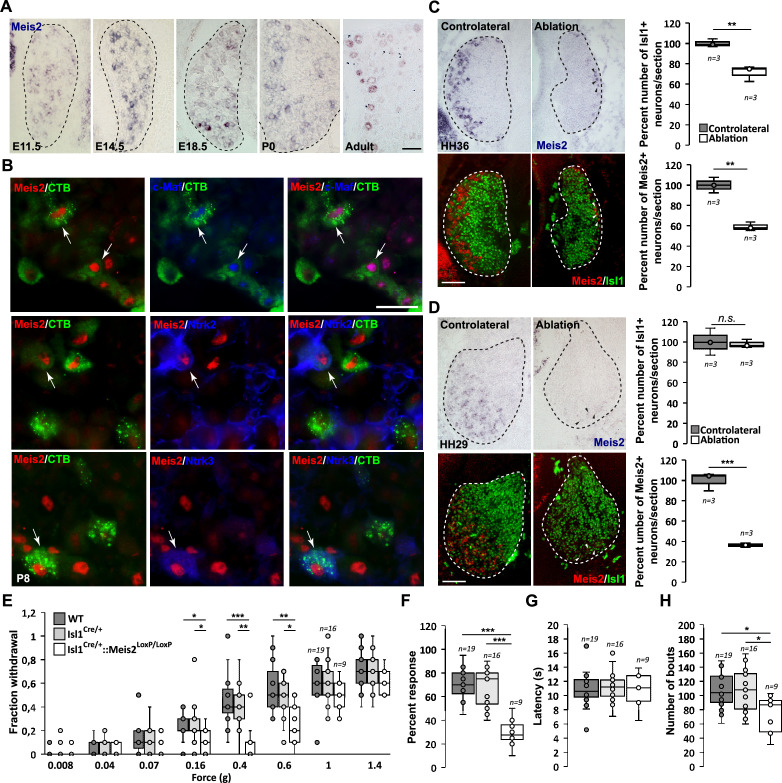
*Meis2* is expressed in subclasses of dorsal root ganglia (DRG) cutaneous mechanoreceptive neurons in mouse embryos. (**A**) In situ hybridization (ISH) for *Meis2* mRNA showed expression in a subpopulation of DRG sensory neurons at embryonic stages E11.5, E14.5, and E18.5, at P0, and at adult stages. Dashed lines delineate the DRG. Scale bar = 50 µm. (**B**) IF for Meis2 (red) and c-Maf, Ntrk2, or Ntrk3 (blue) at P7 following injection of cholera toxin B subunit (CTB in green) in the skin of newborn pups. Note that Meis2^+^/CTB^+^ retro-traced sensory neurons co-expressed c-Maf, Ntrk2, or Ntrk3 (arrows). Scale bar = 50 µm. We estimated that 30.5 ± 3.5% (mean ± SEM; n = 3) of Meis2-positive neurons co-expressed Ntrk2, and that 39.5 ± 5.4% co-expressed Ntrk3. Conversely, Meis2 was co-expressed in 53.6 ± 9.4% of Ntrk2-positive neurons, and in 78.5 ± 5.0% of Ntrk3-positive neurons. *Meis2* expression depends on target-derived signals (**C, D**). (**C**) Representative images of *Meis2* mRNA expression (blue or pseudo-colored in red) and islet1 (green) in DRGs of Hamburger–Hamilton stage (HH) 36 chick embryos on the ablated and contralateral sides. Box plots showing the number of Islet1^+^/Meis2^+^ DRG neurons per section at stage HH36 following limb bud ablation. For Islet1-positive neurons, the contralateral side was considered as 100% of neurons per section. For Meis2-positive neurons, values represent the percentage of Meis2^+^ over Islet1^+^ neurons. (**D**) Representative images of *Meis2* mRNA expression (blue or pseudo-colored in red) and islet1 (green) in DRGs of HH29 chick embryos on the ablated and contralateral sides. Box plots showing the quantification of Islet1^+^/Meis2^+^ neurons number per section at stage HH29 on the contralateral and ablated sides. Arrowheads point at remaining Meis2-positive VL neurons. Dashed lines encircle the DRGs. **p≤0.005; ***p≤0.0005*;* ns = not significant following Student’s *t*-test. n = 3 chick embryos. Scale bar = 100 µm. Altered touch perception in *Meis2* mutant mice (**E–H**). (**E**) Box plots showing the responses following application of Von Frey filaments of different forces. *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice exhibited a significantly reduced sensitivity to the 0.16, 0.4, and 0.6 g Von Frey filaments but not to higher forces filaments compared to WT and *Isl1^+/Cre^* littermates. * p≤0.05; ** p≤0.005; *** p≤0.001 following Kruskal–Wallis statistical analysis. (**F**) Box plots showing the dynamic touch responses when the hind paw palms of individual mice were stroked with a tapered cotton swab. Analysis showed that *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice were less responsive to the stimulus than WT and *Isl1^+/Cre^* littermates. *** p≤0.0001 following a one-way ANOVA statistical analysis. (**G**) Box plots indicating that the latency to the first signs of aversive behavior in the hot plate test is similar in all groups of mice. WT, n = 19; *Isl1^+/Cre^*, n = 16; *Isl1^+/Cre^::Meis2^LoxP/LoxP^*, n = 9. (**H**) Box plots showing the number of bouts when a sticky paper tape was applied on the back skin of mice. Analysis indicated a significant decrease in the number of bouts in *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice compared to WT and *Isl1^+/Cre^* littermates. * p≤0.05 following a one-way ANOVA statistical analysis. Figure 1—source data 1.*Isl1^+/Cre^::Meis2^LoxP/LoxP^* adult mice exhibit normal locomotion.Table recapitulating different Catwalk two-paw analysis parameters in 3-month-old female mice. Several recordings were performed for each mouse. Only sequences when mice showed a constant and straight locomotion with an average speed between 25 and 55 cm s^-1^ were selected for analysis. Student’s *t*-test analysis showed no significant differences for any of the parameters.

**Figure 1—figure supplement 1.**
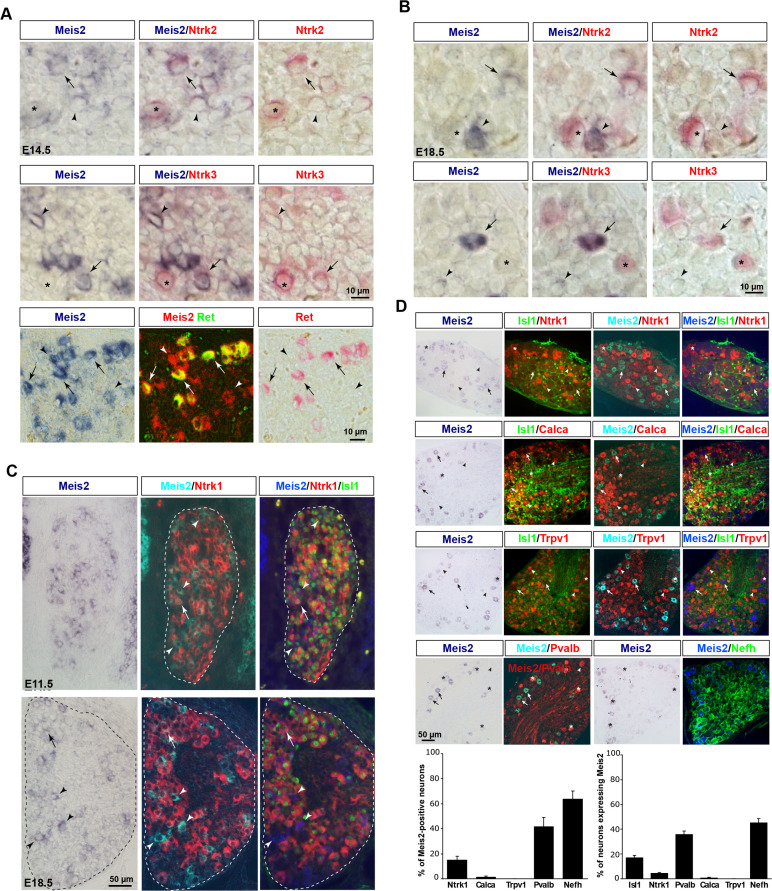
*Meis2* mRNA expression in low-threshold mechanoreceptor (LTMR) neurons of mouse dorsal root ganglia (DRG). (**A**) Double in situ hybridization (ISH) for *Meis2* (blue) and *Ntrk2*, *Ntrk3,* or *Ret* (red) showed that *Meis2* mRNA partly colocalizes with mRNA for *Ntrk2*, *Ntrk3,* and *Ret* in E14.5 mouse embryos. Arrows point at double-positive neurons. Arrowheads point at Meis2^+^-only neurons. Stars indicate Meis2^-^/Ntrk2^+^ or Ntrk3^+^ neurons. Note that all large *Ret*-positive neurons (pseudo-color in green) express *Meis2* mRNA. Scale bar = 25 µm. We estimated that 16.0 ± 1.2% (mean ± SEM; n = 3) of Meis2-positive neurons co-expressed Ntrk2 and that 43.7 ± 2.1% co-expressed Ntrk3. Conversely, Meis2 was co-expressed in 55.9 ± 3.1% of Ntrk2-positive neurons and in 79.1 ± 3.4% of Ntrk3-positive neurons. (**B**) Double ISH for *Meis2* (blue) and *Ntrk2* or *Ntrk3* (red) in E18.5 embryos. Arrows point at double-positive neurons. Arrowheads point at only Meis2^+^ neurons. Stars indicate Meis2^-^/Ntrk2^+^ or Ntrk3^+^ neurons. Scale bar = 25 µm. We estimated that 28.7 ± 2.5 of Meis2-positive neurons co-expressed Ntrk2 and that 57.8 ± 5.1 co-expressed Ntrk3. Conversely, Meis2 was co-expressed in 52.1 ± 4.5% of Ntrk2-positive neurons and 63.8 ± 5.1 ± 3.4% of Ntrk3-positive neurons. (**C**) Combined ISH for *Meis2* mRNA with IF for Ntrk1 (red) and Islet1 (green) showed that *Meis2* is expressed by Islet1-positive postmitotic neurons and is mostly excluded from the Ntrk1-positive subpopulation of DRG sensory neurons at E11.5 and E18.5. Arrowheads point at Meis2^+^/Ntrk1^-^ neurons, arrows point at Meis2^+^/Ntrk1^+^ neurons. Note that the level of *Meis2* mRNA expression in Ntrk1^+^/Meis2^+^ neurons is very low at the limit of detection. Dashed lines delineate the DRG. Scale bar = 50 µm. (**D**) ISH for *Meis2* (blue) combined with IF against Ntrk1, Calca, Trpv1, Pvalb (red), and Islet1 or Nefh (green) in adult mouse lumbar DRG. Arrows point at Meis2^+^ neurons. Arrowheads point at Ntrk1^+^, Calca^+^, Trpv1^+^, or Pvalb^+^ neurons. Stars indicate neurons that are both positive for Meis2 and Ntrk1, Calca, Trpv1, or Pvalb. Graphs showing the percentage of Meis2^+^ neurons showing immunoreactivity for Ntrk1, Trpv1, Calca, Pvalb, and Nefh, and the percentage of Isl1^+^, Ntrk1^+^, Calca^+^, Trpv1^+^, Pvalb^+^, or Nefh^+^ neurons co-expressing Meis2. Error bars indicate the SEM; n=3. Scale bar = 50 µm.

**Figure 1—figure supplement 2.**
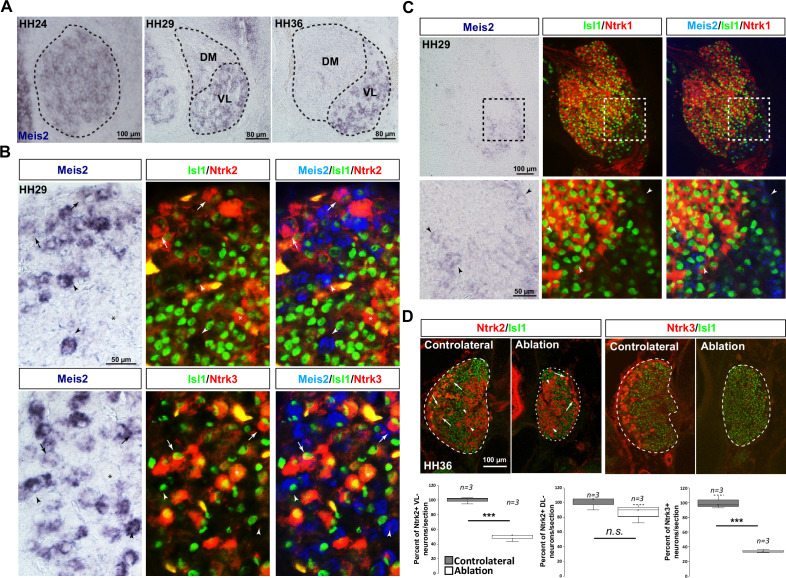
*Meis2* is expressed in a subset of chick ventrolateral dorsal root ganglia (DRG) sensory neurons during embryogenesis. (**A**) Developmental expression of *Meis2* visualized by in situ hybridization (ISH) in chick DRG at HH24, HH29, and HH36. Dashed lines delineate the DRGs split into the ventrolateral (VL) and dorsomedial (DM) parts. In early stages after DRG condensation, *Meis2* showed a broad expression in chick DRGs neurons. As differentiation progresses (HH29 and HH36), *Meis2* expression becomes progressively restricted to the VL population of sensory neurons which represents the Ntrk2^+^ and Ntrk3^+^ populations of mechano- and proprioceptive neurons. Meis2-positive cells represented 16.4 ± 1.1 and 14.4 ± 1.2% (mean ± SEM; n = 3) of Islet1-positive DRG neurons at HH29 and HH36, respectively, (**B**) Combined ISH for *Meis2* (blue) with IF against Islet1 (green) and Ntrk2 or Ntrk3 (red) in chick lumbar DRGs at HH29 showed that Meis2 expression is shared between the Ntrk2^+^ and Ntrk3^+^ subpopulations of sensory neurons. Arrowheads point at Meis2^+^/Islet1^+^/Ntrk2^-^ and Meis2^+^/Islet1^+^/Ntrk3^-^ neurons; arrows point at Meis2^+^/Islet1^+^/Ntrk2^+^ and Meis2^+^/Islet1^+^/Ntrk3^+^ neurons; stars indicate Meis2^-^/Islet1^+^/Ntrk2^+^ and Meis2^-^/Islet1^+^/Ntrk3^+^ neurons. We estimated that 38.4 ± *7.7* and 41.7 ± *3.*0% (mean ± SEM; n = 3) of *Meis2*-positive neurons co-expressed *Ntrk2* or *Ntrk3,* respectively, and inversely, that 62.1 ± 3.8 and 45.1 ± 4.7% (mean ± SEM; n = 3) of *Ntrk2*- and *Ntrk3*-positive neurons co-expressed *Meis2* mRNA, respectively. (**C**) Combined ISH for *Meis2* (blue) with IF against Islet1 (green) and Ntrk1 (red) in chick lumbar DRGs at HH29 showed that Meis2 is excluded from the Ntrk1^+^ population of sensory neurons. Arrowheads point at Meis2^+^/Islet1^+^/Ntrk1^-^ neurons. Enlargement is indicated by a dashed square. (**D**) Representative images showing immunostaining for Ntrk2 or Ntrk3 (red) and Islet1 (green) on HH36 chick embryos DRG sections following limb ablation at HH18. Dashed lines delineate the DRGs. Arrows point at Ntrk2-positive VL neurons. Arrowheads point at Ntrk2-positive DL neurons. (**C**) Box plots showing the percentage of Ntrk2 and Ntrk3 VL neurons and of Ntrk2 DL neurons. *** p≤0.0005; ns = not significant following Student’s *t*-test. n = 3 chick embryos.

**Figure 1—figure supplement 3.**
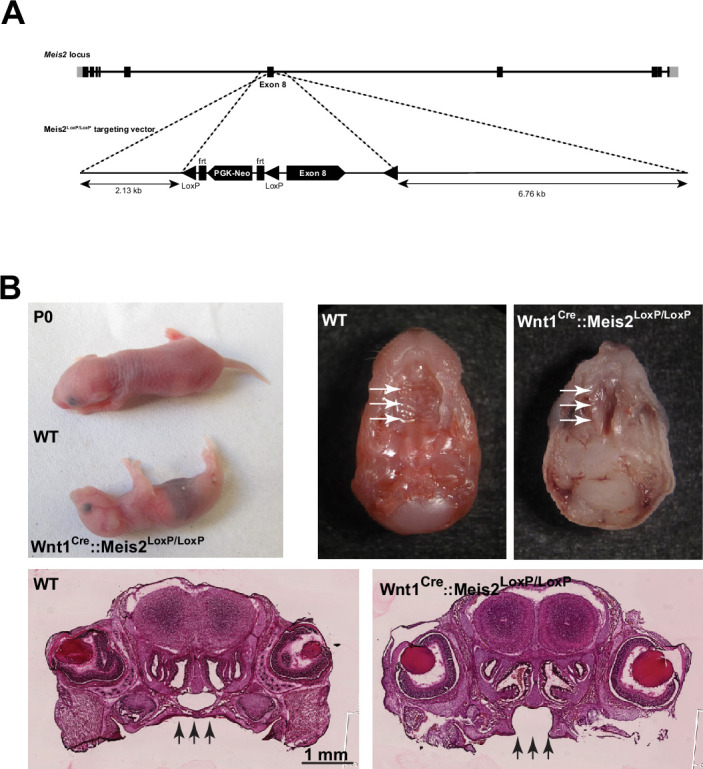
Mice with a conditional deletion of *Meis2* gene in neural crest derivatives (Wnt1^Cre^) exhibited cleft palate and died at birth. (**A**) Targeting vector used for the generation of a conditional knockout mouse strain for Meis2 (Meis2^LoxP/LoxP^). Exon 8 (first coding exon of the DNA binding homeodomain) is flanked by LoxP sites allowing deletion of Meis2 DNA binding domain. (**B**) Upper right: representative images showing that newborn Wnt1^Cre^::Meis2^LoxP/LoxP^ pups mutant pups were smaller in size at birth compared to WT littermates and were unable to stand on their legs. Upper left: representative images showing that newborn Wnt1^Cre^::Meis2^LoxP/LoxP^ pups mutant pups exhibited a cleft palate phenotype (white arrowheads). Bottom: representative images showing coronal sections of newborn WT and Wnt1^Cre^::Meis2^LoxP/LoxP^ heads stained by eosin/hematoxylin treatment. Black arrows indicate the cleft palate.

In mouse, comparison of *Meis2* mRNA expression to *Ntrk1*, a well-established marker for early nociceptive and thermo-sensitive neurons, showed that only a few *Meis2*-positive neurons co-expressed *Ntrk1* at E11.5 and E18.5 (Figure 1—figure supplement 1C). In chick HH29 embryos, *Meis2* expression was fully excluded from the *Ntrk1* subpopulation (Figure 1—figure supplement 2C). In adult mouse DRG, comparison of *Meis2* mRNA to Ntrk1, Calca, and TrpV1 immunostaining confirmed that *Meis2*-expressing neurons are largely excluded from the nociceptive and thermosensitive populations of DRG neurons. Instead, a large proportion of *Meis2*-positive neurons co-expressed *Nefh*, a marker for large myelinated neurons including LTMR and proprioceptors, and *Pvalb*, a specific marker for proprioceptors (Figure 1—figure supplement 1D). Finally, *Meis2* expression in LTMRs projecting to the skin was confirmed by retrograde-tracing experiments using cholera toxin B subunit (CTB) coupled with a fluorochrome injected into hind paw pads of P5 newborn mice. Analyses of CTB expression in lumbar DRG 3 d later at P8 showed that many retrogradely labeled sensory neurons were also immunopositive for Meis2, Maf, Ntrk2, and Ntrk3 (Figure 1B).

Altogether, our results on Meis2 co-localization with Nefh, Ntrk2, Ntrk3, Ret, Pvalb, and Maf at different embryonic and postnatal stages are consistent with previous reports on restricted Meis2 expression to the Aβ-field, Aβ-SA1 and Aβ-RA subclasses of LTMR neurons and proprioceptive neurons (Sharma et al., 2020; Usoskin et al., 2015; Zheng et al., 2019; Shin et al., 2020). The relatively lower coincidence of Meis2 and Ntrk2 expressions compared to Ntrk3 is consistent with Meis2 being excluded from the Aδ-LTMRs (D-hair mechanoreceptors). The lack of co-expression with Ntrk1 and TrpV1 also confirmed Meis2 exclusion from peptidergic and non-peptidergic subpopulations.

### Target-derived signals are necessary to maintain *Meis2* expression

The requirement for extrinsic signals provided by limb mesenchyme and muscles for proprioceptor and LTMR development has been documented (Sharma et al., 2020; Arber et al., 2000; Shin et al., 2020; Patel et al., 2003; de Nooij et al., 2013; Poliak et al., 2016; Wang et al., 2019). To test the influence of target-derived signals on *Meis2* expression in sensory neurons, limb buds were unilaterally ablated in HH18 chick embryos. Embryos were harvested at HH29 and HH36, before and after ventrolateral neurons are lost, respectively (Oakley et al., 1995; Oakley et al., 1997; Calderó et al., 1998; Figure 1C and D, Figure 1—figure supplement 2D). In HH36 embryos, about 65% of Meis2-positive neurons were lost on the ablated side compared to the contralateral side (Figure 1C). This is consistent with a 30% loss of all sensory DRG neurons represented by the pan-neuronal marker Islet1, and the 50 and 65% loss of Ntrk2 and Ntrk3-positive VL-neurons, respectively (Figure 1—figure supplement 2D). The number of Ntrk2-positive DL neurons was not significantly affected. In HH27 embryos, while no significant loss of Islet1-positive neurons was detected following limb ablation, about 40% of Meis2-positive neurons were lost, and remaining *Meis2*-positive neurons expressed very low levels of *Meis2* mRNAs (Figure 1D).

These results indicate that target-derived signals are necessary for the maintenance but not the induction of Meis2 expression in sensory neurons.

### *Meis2* gene inactivation in postmitotic sensory neurons induces severe behavioral defects

We next asked whether *Meis2* inactivation would induce changes in LTMR structure and function. We generated a conditional mouse mutant strain for *Meis2* (*Meis2^LoxP/LoxP^*) in which the first coding exon for the homeodomain was flanked by *LoxP* sites (Figure 1—figure supplement 3A). To validate the use of our strain, we first crossed the *Meis2^LoxP/LoxP^* mice with the *Wnt1^Cre^* strain. This crossing efficiently inactivated *Meis2* in the neural crest, and *Wnt1^Cre^::Meis2^LoxP/LoxP^* newborn pups exhibited a cleft palate as previously reported in another conditional *Meis2* mouse strain (Machon et al., 2015; Figure 1—figure supplement 3B). They were, however, not viable, precluding functional and anatomical analyses at adult stages. To bypass this neural crest phenotype and more specifically address *Meis2* function in postmitotic neurons, we crossed the *Meis2^LoxP/LoxP^* mice with the Isl1^Cre/+^ strain and focused our analysis on the *Isl1^Cre/+^::Meis2^LoxP/LoxP^* strain. Mutant pups were viable, appeared healthy, and displayed a normal palate, allowing sensory behavior investigations.

We monitored tactile-evoked behaviors in adult WT, *Isl1^Cre/+^* and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* mice using stimuli applied to both glabrous and hairy skin. We used Von Frey filaments to apply a series of low forces ranging from 0.008 to 1.4 g to the hind paw and found the frequency of withdrawal responses to be significantly decreased in *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice compared to control WT and *Isl1^+/Cre^* mice between 0.16 and 0.6 g (Figure 1E), indicating that mutant mice are less responsive to light touch. No differences were observed between *WT* and *Isl1^+/Cre^* mice for any of the stimuli applied. Behaviors evoked from stimulation of the glabrous skin were next assessed using the ‘cotton swab’ dynamic touch assay (Bourane et al., 2015). Here, responses were significantly decreased in Isl1^+/Cre^::Meis2^LoxP/LoxP^ mice compared to control WT and Isl1^+/Cre^ littermates (Figure 1F). We also used the hot plate assay to assess noxious heat-evoked behaviors and found no difference in response latencies between WT, *Isl1^Cre/+^* and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* mice (Figure 1G). Finally, we compared the sensitivity of mice to stimuli applied to the hairy skin using the sticky tape test. Placing sticky tape on the back skin evoked attempts to remove the stimulus in a defined time window, and we found that such bouts of behavior were significantly reduced in *Isl1^Cre/+^::Meis2^LoxP/LoxP^* mice compared to WT and *Isl1^Cre/+^* control mice (Figure 1H). Finally, although *Meis2* and *Isl1* are both expressed by spinal motor neurons and proprioceptors (Catela et al., 2016; Dasen et al., 2005; Ericson et al., 1992), we did not observe obvious motor deficits in *Isl1^Cre/+^::Meis2^LoxP/LoxP^* mice. Thus, in a catwalk analysis we found no differences in any of the gait parameters measured between WT and mutant mice (Figure 1—source data 1).

Overall, these behavioral analyses indicate that *Meis2* gene inactivation specifically affects light touch sensation both in the glabrous and the hairy skin. The impaired behavioral response to light touch in *Meis2* mutant suggests that *Meis2* gene activity is necessary for the anatomical and functional maturation of LTMRs.

### *Meis2* is dispensable for LTMR specification and survival

To investigate whether *Meis2* gene inactivation interfered with LTMR survival during embryonic development, we performed histological analysis of the *Isl1^Cre/+^::Meis2^LoxP/LoxP^* and *Wnt1^Cre^::Meis2^LoxP/LoxP^* strains (Figure 2). There was no difference in the size of the DRGs between E16.5 WT and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* embryos as well as in the number of Ntrk2 and Ntrk3-positive neurons (Figure 2A), suggesting no cell loss. In E18.5 embryonic DRGs, the number of LTMR and proprioceptors identified as positive for Ntrk2, Ntrk3, Ret, and Maf was unchanged following *Meis2* inactivation (Figure 2C). Consistent with the lack of *Meis2* expression in nociceptors, the number of Ntrk1-positive neurons was also unaffected (Figure 2B). Finally, quantification of DRG neuron populations at P0 in *Wnt1^Cre^::Meis2^LoxP/LoxP^* mice showed similar results with no differences in the number of Ntrk2 and Ntrk3-positive neurons (Figure 2C). At this stage, phospho-Creb (pCreb) expression in Ntrk2 and Ntrk3-positive neurons was similar in WT and mutants (Figure 2—figure supplement 1), suggesting that Ntrk signaling is not affected. Altogether, these results show that *Meis2* is dispensable for LTMR and proprioceptor survival and specification during embryogenesis.

**Figure 2.**
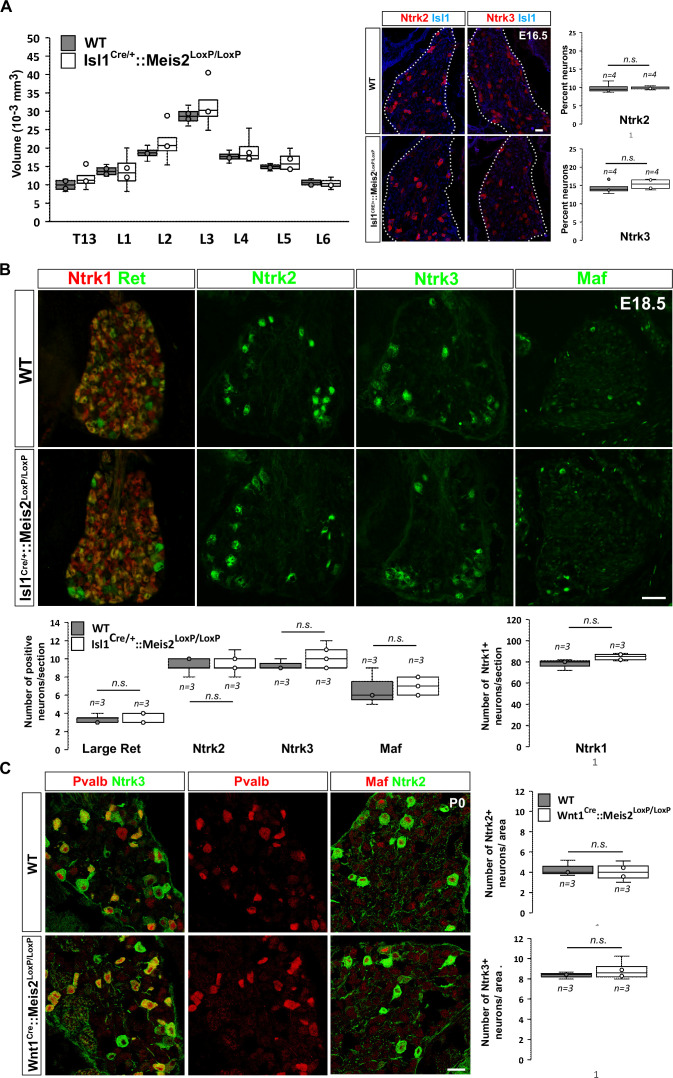
*Meis2* is dispensable for low-threshold mechanoreceptor (LTMR) neuron survival and specification. (**A**) Box plots showing that the dorsal root ganglia (DRG) volumes along the rostrocaudal axis are similar in embryonic day (E) 16.5 WT and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* embryos. IF for Ntrk2 or Ntrk3 (red) and Islet1 (blue) and box plots analysis indicating that the percentage of Ntrk2^+^ and Ntrk3^+^ neurons is not affected in E16.5 *Isl1^Cre/+^::Meis2^LoxP/LoxP^*. Dashed lines encircle the DRGs. n = 4; n.s. = not significant. Scale bar = 20 µm. (**B**) Representative images showing IF for Ntrk1, Ret, Ntrk2, Ntrk3, and Maf in E18.5 WT and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* DRGs. Box plots showing that the number of Ret^+^, Ntrk2^+^, Ntrk3^+^, and Maf^+^ LTMR neurons and of Ntrk1^+^ nociceptive neurons are similar in E18.5 WT and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* DRGs. n = 3; n.s. = not significant. Scale bar = 100 µm. (**C**) Representative images showing IF for Ntrk2 or Ntrk3 (green) with Pvalb or Maf (red) in P0 WT and Wnt1^Cre^::Meis2^LoxP/LoxP^ DRGs. Box plots showing that the number of Ntrk2^+^ and Ntrk3^+^ neurons is unchanged in P0 WT and *Wnt1^Cre^::Meis2^LoxP/LoxP^* DRGs. n = 3, n.s. = not significant. Scale bar = 20 µm.

**Figure 2—figure supplement 1.**
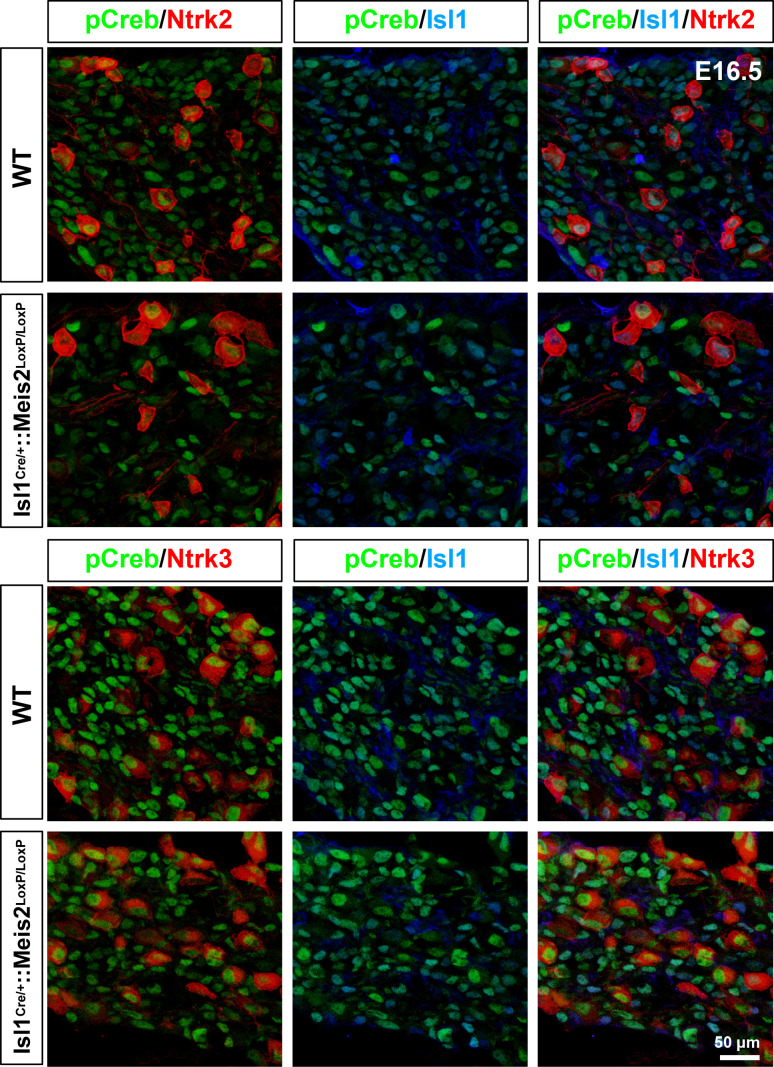
*Meis2* gene inactivation does not affect phospho-Creb expression. Representative images showing phosphor-Creb (pCreb in green), Ntrk2 or Ntrk3 (red), and Isl1 (blue) expression in WT and *Isl^1+/Cre^::Meis2^LoxP/LoxP^* E16.5 dorsal root ganglia (DRG) embryos.

### *Meis2* is necessary for normal end-organ innervation

To better understand the molecular changes underlying tactile defects in Meis2 mutant mice, we performed RNAseq analysis on DRGs dissected from WT, Isl1^Cre/+^, and Isl1^Cre/+^::Meis2^LoxP/LoxP^ E18.5 embryos.

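RNA was sequenced from dorsal root ganglia (DRG) of E18.5 mouse embryos of 3 genotypes, with 3 libraries per genotype. WT embryos carried neither modified allele, Isl1Cre/+ embryos carried the Cre recombinase in 1 copy of Isl1, and Isl1Cre/+::Meis2LoxP/LoxP embryos, called mutant here, also carried Meis2 with exon 8 flanked by LoxP sites on both copies. The authors selected poly(A) RNA, prepared libraries with unique molecular identifiers, aligned single-end reads to the mm10 genome, removed PCR duplicates by these identifiers and counted uniquely mapped reads on genes. The values they deposited are these counts for each annotated gene, without normalization. The 3 WT libraries held 29103444, 27819209 and 28126910 counts, the 3 Isl1Cre/+ libraries 28887829, 27901142 and 28049676, and the 3 mutant libraries 27783441, 26326626 and 23854607, with medians of 28126910, 28049676 and 26326626. The lowest median rank correlations of a library with the other 8 across the tested genes were 0.979 for mutant library 2 and 0.981 for WT library 1, against 0.991 to 0.995 for the remaining 7, and these correlations are across genes, which are not independent replicates. From these counts, the 13200 genes with at least 100 counts in at least 1 library were tested, and they held 99.4% to 99.5% of each library's counts. Counts were normalized by edgeR's TMM method, each pair of genotypes was fitted alone, and differences were tested with edgeR's quasi-likelihood test, which is two-sided. Log2 fold changes are given for the mutant relative to either control genotype and for Isl1Cre/+ relative to WT. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1, so p-values rest on the variance that edgeR estimates across genes. The numbers of genes depend on the filter on low counts, on the tool and on single libraries.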

For all analyses, consistent with the changes measured for *Meis2* and *Isl1* genes (Figure 3—figure supplement 1A and B), only DEGs with a minimal fold change of 20% and a p-value <0.05 were considered. 

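Meis2 (ENSMUSG00000027210.20) lies on the reverse strand of chromosome 2 of mm10, from 115863064 to 116065839. Its count, scaled to a common library size (cpm), was 103 ± 7.24 cpm (SD, n = 3) in WT, 95.7 ± 6.31 (SD, n = 3) in Isl1Cre/+ and 40.9 ± 0.256 (SD, n = 3) in mutant libraries. The log2 fold change was -1.33 relative to WT (standard error 0.0844, adjusted p = 0.00779 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.23 relative to Isl1Cre/+ (standard error 0.0651, adjusted p = 0.00215 from the same edgeR test and adjustment). The 3 raw counts were 2919, 2902 and 2746 in WT, 2806, 2857 and 2537 in Isl1Cre/+, and 1084, 1073 and 1004 in the mutant, so that every mutant library lay below every control library. Over 18 alternatives for the comparison with WT, the adjusted p ranged from 3.79e-40 with DESeq2's Wald test to 0.195 without mutant library 3, at log2 fold changes between -1.38 without WT library 3 and -1.28 without WT library 1. The floxed exon 8 spans 116000131 to 116000276, is present in 6 of 6 annotated coding transcripts and makes up 146 of 12043 exonic bases (1.21%), so most bases on which reads were counted lie outside it. Between Isl1Cre/+ and WT, the log2 fold change of Meis2 was -0.090 with a standard error of 0.079. Isl1 (ENSMUSG00000042258.13, chromosome 13, 116298281 to 116309689) had 262 ± 30.4 cpm (SD, n = 3) in WT, 186 ± 19.1 (SD, n = 3) in Isl1Cre/+ and 188 ± 24.7 (SD, n = 3) in mutant libraries. Its log2 fold change was -0.48 in Isl1Cre/+ relative to WT (standard error 0.126, unadjusted p = 0.00593 from the edgeR test) and -0.48 in the mutant relative to WT (standard error 0.132, unadjusted p = 0.00756 from the edgeR test), with an adjusted p of 1.00 for each after Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test. Between the mutant and Isl1Cre/+ its log2 fold change of 0.013 was smaller than its standard error of 0.113.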

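With a fold change of at least 1.2 and an unadjusted p under 0.05 in the edgeR fits, 42 genes differed between mutant and WT, of which 8 were higher and 34 lower in the mutant. Between mutant and Isl1Cre/+, 221 genes met the same criterion, 186 higher and 35 lower in the mutant, and between Isl1Cre/+ and WT, 185 genes met it, 34 higher and 151 lower in Isl1Cre/+. Their median absolute log2 fold changes were 0.40, 0.92 and 0.74. Before the fold change was considered, 49, 360 and 236 genes had an unadjusted p under 0.05, which is 0.371%, 2.73% and 1.79% of the genes tested, against the 5% (660 genes) that chance gives when no gene differs. The 3 libraries of one genotype all lay above or all below those of the other for 95.2%, 58.8% and 54.6% of the genes meeting the criterion, and for 2.76%, 7.65% and 5.66% of all genes tested, where chance gives 10%. Without the filter on low counts, the 3 numbers of genes rose to 408, 1028 and 845. Single libraries also changed them: without WT library 1, 132 genes differed between mutant and WT and 340 between Isl1Cre/+ and WT, and without mutant library 1, 407 genes differed between mutant and Isl1Cre/+.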

Analyses of the dataset (n = 3; p<0.05; Figure 3, Figure 3—figure supplement 1, Figure 3—source data 1) identified 43 differentially expressed genes (DEGs) in the WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* comparison, 107 DEGs in the *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* comparison, and 109 DEGs in the WT vs *Isl1^+/Cre^* comparison. Among them, only 10 DEGs were found in both WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* and *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* comparisons (Figure 3A). Half of them were down- or upregulated (Figure 3—figure supplement 1C), and eight were found to be expressed in sensory neurons expressing Meis2 (Figure 3—figure supplement 1D). These include three ncRNA (A230077H06Rik, Gm20163, Gm42418), the Adhesion G Protein-Coupled Receptor G3 (*Adgrg3*, also known as GPR97), the Cellular Repressor of E1A Stimulated Genes 2 (*Creg2*), predicted to be located in Golgi apparatus and endoplasmic reticulum, the Tubulin Alpha 8 (*Tuba8*) mutated in Polymicrogyria, a developmental malformation of the cortex (Abdollahi et al., 2009), the Hes Family BHLH Transcription Factor 5 (*Hes5*) activated downstream of the Notch pathway and largely involved in neuronal differentiation, the mitochondrial ribosomal protein s28 (*Mrps28*) whose mutation severely impairs the development of the nervous system (Pulman et al., 2019), the Phospholipase C Delta 1 (*Plcd1*) important for neuronal development and function of mature neurons, and the Pyridoxamine 5'-Phosphate Oxidase (Pnpo) involved in the synthesis of vitamin B6 and whose mutation causes a form of neonatal epileptic encephalopathy and motor neuron disease. 

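In the edgeR fits, 12 genes met the criterion in both comparisons of the mutant, and all 12 changed in the same direction in each. Among them were Meis2 itself, Calb2, 9530036M11Rik and Vstm2b. Apart from Meis2, their log2 fold changes ran from -1.03 (Calb2) to 0.83 (Gm42418) relative to WT and from -0.80 (Calb2) to 0.64 (Gm42418) relative to Isl1Cre/+. The same 3 mutant libraries enter both comparisons, and in 100 simulations in which no gene differed between genotypes, gene lists of the observed sizes shared a median of 12 genes, between 6 and 18. Leaving out mutant library 1 moved the number of shared genes most among the fits that each left out 1 library, to 51, and leaving out WT library 3 lowered it to 6.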

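A230077H06Rik, Gm20163, Adgrg3, Creg2 and Tuba8 were lower and Gm42418, Hes5, Mrps28 and Plcd1 higher in mutant libraries than in either control. A230077H06Rik (ENSMUSG00000100600.6, chromosome 7, 40818476 to 40900937) had 11.3 ± 1.61 cpm (SD, n = 3) in WT, 10.9 ± 1.19 (SD, n = 3) in Isl1Cre/+ and 7.75 ± 0.932 (SD, n = 3) in mutant libraries. Its log2 fold changes of -0.55 and -0.49 relative to WT and Isl1Cre/+ (standard errors 0.155 and 0.13, unadjusted p = 0.00872 and 0.00637 from edgeR's quasi-likelihood test) met the criterion in all 22 settings tried, and 222 of its exonic bases (4.25%) lie opposite to exons of Vstm2b. Gm42418 (ENSMUSG00000098178.1, chromosome 17, 39846958 to 39848788) had log2 fold changes of 0.83 and 0.64 (standard errors 0.275 and 0.0875, unadjusted p = 0.0181 and 0.000127 from the edgeR test). Of its exonic bases, 1822 (99.5%) lie opposite to an annotated ribosomal RNA gene. Creg2, Tuba8 and Plcd1 also met the criterion in both comparisons, with unadjusted p between 0.0132 and 0.0481 in the edgeR test, but against WT in 17 of 22, 12 of 21 and 16 of 22 settings. Exons on the opposite strand cover 15.1% of the exonic bases of Creg2 and 16.3% of Tuba8, and none of Plcd1. Hes5 (log2 fold change 0.52, unadjusted p = 0.0197 from the edgeR test) and Mrps28 (log2 fold change 0.35, unadjusted p = 0.0101 from the edgeR test) met it relative to Isl1Cre/+, but relative to WT their log2 fold changes were 0.24 and 0.25 with unadjusted p of 0.169 and 0.0599 from the edgeR test. Adgrg3 and Gm20163 met it in neither comparison, with log2 fold changes between -0.32 and -0.25 and unadjusted p between 0.0916 and 0.106 in the edgeR test. These last 4 genes had under 10 cpm in each genotype, and 31.8% of the exonic bases of Hes5 and 43.6% of those of Gm20163 lie opposite to exons of another gene, while Adgrg3 and Mrps28 overlap none. For each gene named here, the mutant libraries all lay on one side of each control group, except for Creg2 relative to WT.

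**Figure D1:**
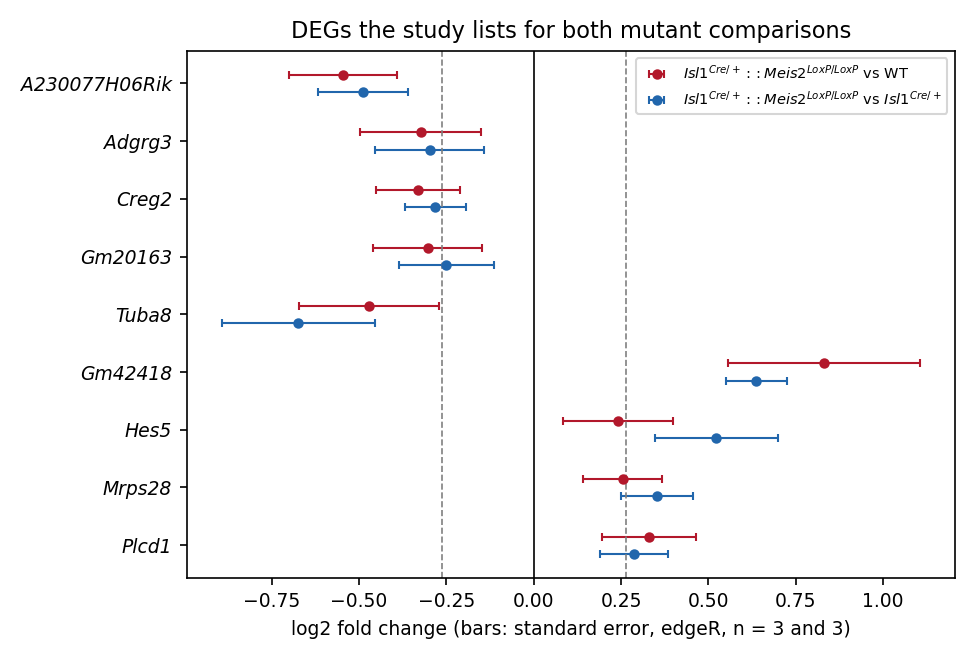
Each point is the log2 fold change of 1 gene in the edgeR fit of 3 mutant libraries against 3 WT (red) or 3 Isl1Cre/+ libraries (blue), bars are standard errors and dashed lines mark a fold change of 1.2. The points of 5 genes lie below 0 and those of 4 genes above 0 in both comparisons, from -0.67 for Tuba8 to 0.83 for Gm42418.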

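The edgeR results of the genes behind the study's enrichment tables, which were made with DAVID, can be set beside those terms. The study's table for mutant and WT lists 123 terms with 36 genes in them, and 31 of these genes met the criterion in the edgeR fits. Of its terms, 16 name synapse, dendrite, axon or neuron projection. These rest on 15 genes, 3 higher and 12 lower in the mutant, of which 13 met the criterion here and 1 met it also relative to Isl1Cre/+. None of the 15 had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 13 had an unadjusted p under 0.05. The largest of these terms were neuron projection, with 9 genes all lower in the mutant, and synapse, with 9 genes of which 8 were lower. The table for mutant and Isl1Cre/+ lists 115 terms with 67 genes, 53 of which met the criterion, and its 8 terms of the same kind rest on 10 genes, 5 higher and 5 lower. Of those 10, 7 met the criterion, 0 met it also relative to WT, and 0 had an adjusted p under 0.05 while 9 had an unadjusted one under 0.05. The paper's own Benjamini values were under 0.05 for 6 of the 16 terms and for 0 of the 8, where 7 of the 8 had a paper p under 0.05.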

Gene Ontology (GO) analysis for the 43 DEGs in the WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* comparison and for the 107 DEGs in the *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* comparison revealed significant relevant hits with many terms associated with neuronal projections and functions (Figure 3B and C, Figure 3—source data 2, Figure 3—figure supplements 2 and 3). These include subsets for the GO term associated with synapse, dendrite, and axons and more specifically with GABAergic synapses, dendritic shaft, or postsynaptic membrane. None of these GO terms were significantly enriched in the WT vs *Isl1^+/Cre^* comparison (Figure 3B, Figure 3—figure supplements 2 and 3) which overall showed lower enrichment scores and p-values than in the two other datasets. It is important to note that many of the genes associated with neuron projection or synapse that were present in either WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* dataset or *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* dataset, such as *Oprd1*, *Calb2*, *Whrn*, *Lrp2*, *Lypd6*, *Grid1,* and *Rps21*, failed to enter the list of the 10 best DEGs either because their fold changes were below the cutoff or their p-values were close to but higher than 0.05. 

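For mutant and Isl1Cre/+, the term GABA-ergic synapse rests on 5 genes, 2 higher and 3 lower in the mutant, of which 3 met the criterion in the edgeR fits. The paper's reported Benjamini value for it is 0.194. Dendritic shaft rests on 3 genes, 1 higher and 2 lower, with 2 meeting the criterion, and the paper's reported unadjusted p for it is 0.0815. Postsynaptic membrane rests on 7 genes in this comparison, 3 higher and 4 lower, with 4 meeting the criterion, and on 6 genes for mutant and WT, 1 higher and 5 lower, with 6 meeting it. For mutant and WT, dendrite rests on 7 genes, of which 7 met the criterion, 2 of them higher. For whole receptor families, the median log2 fold changes relative to WT and to Isl1Cre/+ were 0.042 and 0.025 for 11 GABA(A) receptor subunits, -0.072 and -0.12 for 16 ionotropic glutamate receptor subunits, 0.0047 and -0.092 for 5 metabotropic glutamate receptors, -0.047 and -0.047 for 8 nicotinic and 0.041 and -0.043 for 4 muscarinic acetylcholine receptor genes. With scaling by library size only, the median of the GABA(A) receptor subunits relative to Isl1Cre/+ turned to -0.001, and with Y-linked counts as a covariate, added after seeing the data, to -0.038. Of the ionotropic glutamate receptor subunits, 13 of 16 were lower in each comparison (adjusted p = 0.00264 relative to WT and 0.000375 relative to Isl1Cre/+ from limma's camera test with Benjamini-Hochberg adjustment, and 0.614 and 0.543 from limma's fry test), and without mutant library 2 their medians were -0.034 and -0.045. Of the nicotinic receptor genes, 5 of 8 were lower relative to WT (adjusted p = 0.0069 from the same camera test and 0.448 from fry). Their median relative to WT was -0.10 without WT library 1 and -0.024 without WT library 2. The unadjusted camera p reached 0.0663 among the fits that each left out 1 library. Single libraries turned medians of the other families: without WT library 1, those relative to WT were -0.071 for GABA(A) and -0.090 for metabotropic glutamate receptors, and without mutant library 1 that of muscarinic receptors was -0.041. Relative to Isl1Cre/+, the median of GABA(A) receptors was -0.043 without Isl1Cre/+ library 1, and those of nicotinic and muscarinic receptors were 0.0069 and 0.016 without mutant library 2.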

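The study's table for Isl1Cre/+ and WT lists 69 terms with 63 genes, of which 49 met the criterion in the edgeR fits, 15 met it also between mutant and Isl1Cre/+ and 4 also between mutant and WT. It holds 0 terms that name synapse, dendrite, axon or neuron projection. Relative to WT, the genes of Fig. 3C listed under synapse met the criterion in 3 of 25 cases in Isl1Cre/+ and in 10 of 25 in the mutant, and those listed under neuron projection in 4 of 23 and in 11 of 23. Their median log2 fold changes were -0.16 in Isl1Cre/+ and -0.18 in the mutant for synapse, and -0.14 and -0.18 for neuron projection. The study chose these genes on the same libraries, so the higher numbers in the mutant are not independent evidence of a change specific to it. Whether the change in the mutant differs from that in Isl1Cre/+ was not tested for these lists.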

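Calb2 (ENSMUSG00000003657.9, chromosome 8, 110137502 to 110168210) met the criterion in both comparisons in the edgeR fits, with log2 fold changes of -1.03 relative to WT and -0.80 relative to Isl1Cre/+ (standard errors 0.269 and 0.318, unadjusted p = 0.00596 and 0.0384 from the edgeR test). Calb2 met it in 21 of 21 settings relative to WT. Relative to Isl1Cre/+ it did so in 15 of 21, with log2 fold changes from -1.04 to -0.48. Of the other 6 genes, Oprd1, Whrn and Lrp2 met it relative to WT only, with log2 fold changes of -0.32, -0.36 and 0.37 and unadjusted p of 0.0474, 0.0334 and 0.0356 from the edgeR test. Relative to Isl1Cre/+ they changed in the same direction, by -0.23, -0.16 and 0.22, with unadjusted p of 0.067, 0.149 and 0.11 from the edgeR test. Lypd6, Grid1 and Rps21 met it relative to Isl1Cre/+ only, with log2 fold changes of 0.29, -0.28 and 0.33 and unadjusted p of 0.00951, 0.0206 and 0.00572 from the edgeR test, against 0.20, -0.25 and 0.25 relative to WT with unadjusted p of 0.072, 0.0634 and 0.0518 from the edgeR test. Adjusted over all genes, 0 of the 7 passed 0.05 in either comparison while 4 had an unadjusted p under 0.05 in each. With the p-values adjusted over the list alone, 1 passed relative to WT and 3 relative to Isl1Cre/+, but the list was chosen on these libraries and this is not independent evidence.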

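Of the protocadherin genes drawn in Fig. 3C, 13 annotated genes under 12 symbols were tested, and all 13 were lower in mutant than in Isl1Cre/+ libraries, with a median log2 fold change of -0.23. Pcdhga9 (ENSMUSG00000102440.1, chromosome 18, 37736936 to 37841870) changed most, from 8.31 ± 0.588 cpm (SD, n = 3) in Isl1Cre/+ to 5.83 ± 0.521 (SD, n = 3) in mutant libraries, a log2 fold change of -0.51 (standard error 0.119, unadjusted p = 0.00313 from the edgeR test). Pcdha11 (ENSMUSG00000007440.10), Pcdhga1, Pcdhga4 and Pcdhb4 also met the criterion, with log2 fold changes of -0.44, -0.43, -0.35 and -0.28. Adjusted over all genes, 0 of the 13 passed 0.05 while 7 had an unadjusted p under 0.05, and adjusted over the list alone 5 passed, which is not independent evidence since the list was chosen on these libraries. Relative to WT, the median of the same genes was -0.12, and 1 of them, Pcdh11x, met the criterion with a log2 fold change of -0.43. In Isl1Cre/+ relative to WT, 11 of the 13 were higher, with a median log2 fold change of 0.24. Over all 63 tested genes whose symbol starts with Pcdh, the median log2 fold change was -0.10 relative to Isl1Cre/+ (p = 2.11e-07 from limma's camera test with a preset correlation between genes of 0.01), -0.026 relative to WT (p = 0.2 from the same camera test) and 0.072 in Isl1Cre/+ relative to WT (p = 2.67e-06 from the same camera test). The p for mutant and Isl1Cre/+ was 0.15 from limma's fry test and 0.125 with an estimated correlation in camera, and without mutant library 2 the median turned to 0.0065 with a camera p of 0.0401. Without the genes of Fig. 3C it was 0.00452. The median in Isl1Cre/+ relative to WT fell to 0.021 without WT library 1, with a camera p of 0.264. With Y-linked counts as a covariate, added after seeing the data, it fell to 0.019 with a camera p of 0.104. Over all gene lists tested, 34 of 78 tests had an adjusted camera p under 0.05, and 0 of them did so under fry or with an estimated correlation.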

Interestingly, a significant association with the GO term Cadherin in the *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* comparison points at the protocadherin family in which several members were downregulated (Figure 3C). Finally, comparing these genes to single-cell RNAseq (scRNAseq) analysis in adult DRG neurons (Usoskin et al., 2015) showed that most of them are expressed by Meis2-expressing DRG sensory neuron subtypes (Figure 3—figure supplement 4). These molecular analyses strongly support the role of *Meis2* in regulating embryonic target-field innervation. 

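Across the 13200 genes, the only gene with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was Meis2, both relative to WT and relative to Isl1Cre/+. Between Isl1Cre/+ and WT, 0 genes had one, while 236 had an unadjusted p under 0.05. The smallest adjusted p of any other gene was 1.00 relative to WT, 0.841 (Gm42418) relative to Isl1Cre/+ and 1.00 between Isl1Cre/+ and WT, from the same edgeR test and adjustment. When the 3 mutant libraries were compared with all 6 control libraries, 89 genes met the criterion, 54 higher and 35 lower, and again Meis2 alone passed the adjustment (adjusted p = 4.53e-05 from the edgeR test with Benjamini-Hochberg adjustment). Of the 54 genes that the study names from these comparisons, Meis2 and Isl1 not counted, 19 met the criterion relative to WT, 24 relative to Isl1Cre/+ and 7 between Isl1Cre/+ and WT. Adjusted over the list alone, 0, 19 and 0 of them passed 0.05, and adjusted over all genes 0 in each comparison, with 19, 28 and 9 at an unadjusted p under 0.05. The list was chosen on these libraries and gives no independent evidence. The paper draws on the terms on neuron projection and synapse among its differentially expressed genes and on the lower protocadherins. It also draws on published single-cell data, where most of these genes were found in subtypes of adult DRG neurons that express Meis2. It concludes that these analyses strongly support a role of Meis2 in the innervation of target fields in the embryo. It then examines the innervation of the newborn hind paw.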

We thus investigated this hypothesis, and in P0 *Wnt1^Cre^::Meis2^LoxP/LoxP^*, Nefh staining in the hind paws showed strong innervation deficits as reflected by a paucity of neurofilament-positive myelinated branches in both the glabrous and hairy skin (Figure 3E). In WT newborn mice, numerous Nefh^+^ sensory fibers surround all dermal papillae of the hairy skin and footpad of the glabrous skin, whereas in *Wnt1^Cre^::Meis2^LoxP/LoxP^* littermates, very few Nefh^+^ sensory fibers are present and they poorly innervate the dermal papillae and footpads.

**Figure 3.**
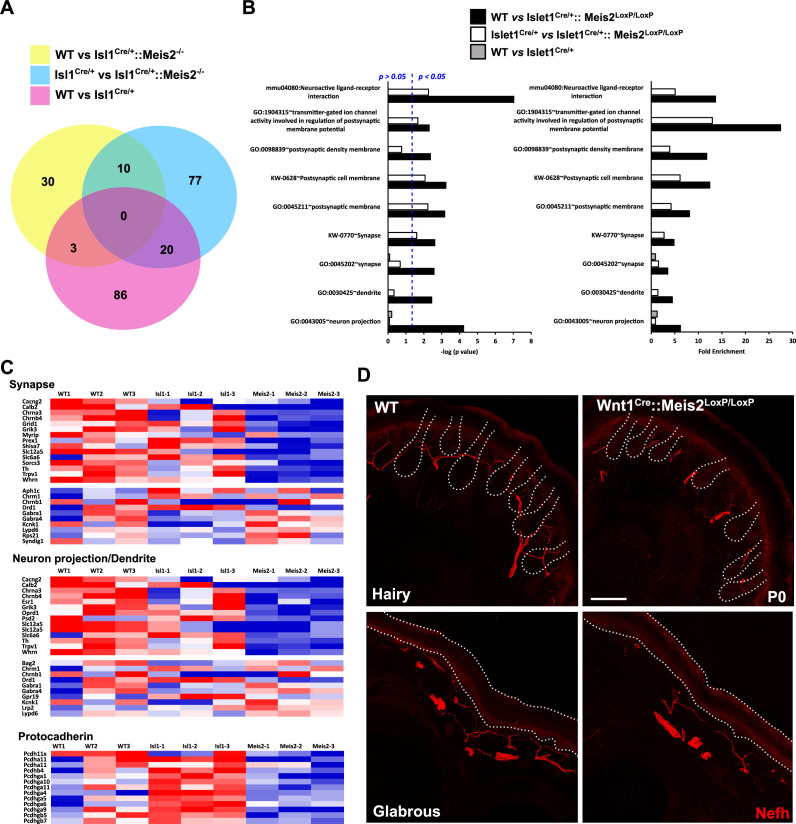
*Meis2* inactivation dysregulates genes linked to neuronal projections and synaptogenesis. (**A**) Venn diagram comparing the number of differentially expressed genes (DEGs) between each genotype (n = 3; p<0.05). This comparison identified 10 DEGs that were differentially expressed compared to both control genotypes (WT or *Isl1^+/Cre^* embryos), and a total of 140 genes that were differentially expressed in *Meis2* mutant compared to either WT or *Isl1^+/Cre^* embryos. (**B**) Gene Ontology (GO) analysis for the three paired-analysis (WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^; Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^*, and WT vs *Isl1^+/Cre^*) datasets using DAVID and the full RNAseq gene list as background. Graphs show the comparison of the fold enrichment and the -log10(p value) of selected significant (p<0.05) GO or KEGG_PATHWAY terms associated to synapse and neuron projections whatever the number of genes. Blue dotted line indicates a p-value of 0.05. Note that following DAVID analysis GO terms associated to synapse and neuron projections were overrepresented in the WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* and the *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* datasets compared to the WT vs *Isl1^+/Cre^* dataset. (**C**) Heat maps showing the DEGs related to the GO terms synapse, neuron projection including dendrite, and protocadherin. (**D**) Representative images showing a strong overall deficit of Nefh^+^ (red) sensory projections innervating the dermal papillae in the hairy and the foot pads in the glabrous skin of P0 *Wnt1^Cre^::Meis2^LoxP/LoxP^* neonates forepaw compared to WT littermates. Dashed lines delineate the hair follicle and the epidermis. Scale bar = 50 µm. Figure 3—source data 1.Table showing the results of the bulk RNAseq analysis. Figure 3—source data 2.Table showing the results of the GO terms analysis performed with AVID.

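In the edgeR fits, 251 genes met the criterion in at least one of the comparisons of the mutant. Of the genes meeting it in any comparison, 27 did so between mutant and WT alone, 104 between mutant and Isl1Cre/+ alone and 77 between Isl1Cre/+ and WT alone. The WT comparisons of the mutant and of Isl1Cre/+ shared 3 genes, all in the same direction, and 0 genes were shared by all 3 comparisons. The number of genes in either comparison ranged from 142 with a fold change of at least 1.5 to 1324 without the filter on low counts over the alternatives set before the data were examined, and was 140 with limma voom on all genes, chosen after seeing the values.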

**Figure 3—figure supplement 1.**
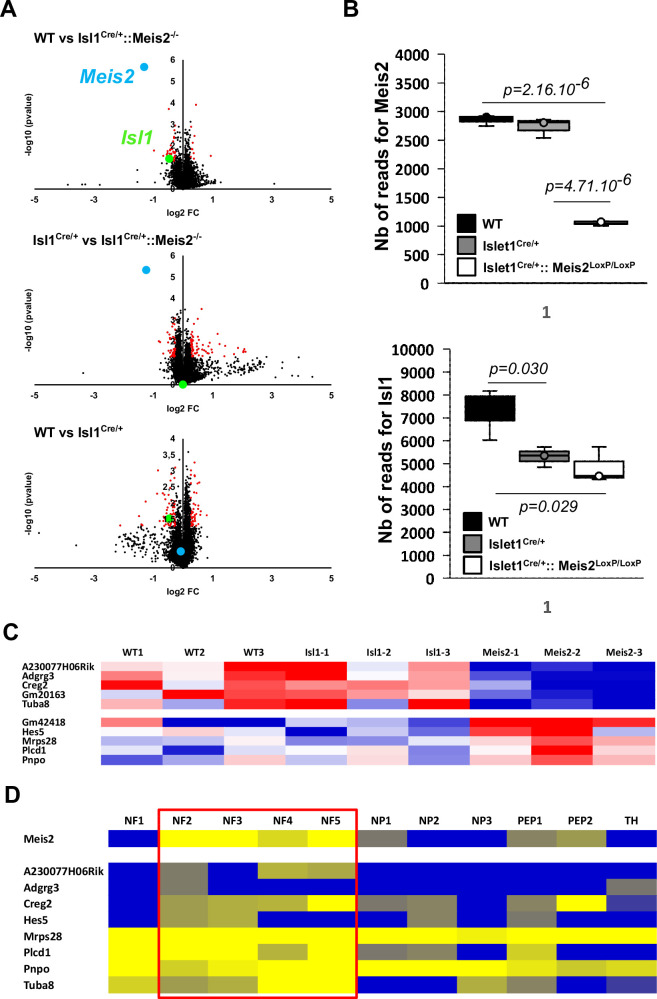
Best dysregulated genes in Meis2 mutant adult DRG. (**A**) Volcano plots showing differentially expressed genes (DEGs) in red including genes with of minimal fold change of 20% (n = 3; p<0.05). Volcano plots show the comparison between the three genotypes (WT, *Isl1^Cre/+^* and *Isl1^Cre/+^::Meis2^LoxP/LoxP^*). Plots reporting *Meis2* and *Isl1* mRNA expression are in blue and green, respectively. (**B**) Graphs showing the individual number of reads for *Meis2* and *Isl1* genes in each genotype. n = 3; p-values are indicated. (**C**) Heat map showing the 10 best DEGs (significantly and differentially expressed in both WT vs *Isl1^Cre/+^::Meis2^LoxP/LoxP^* and *Isl1^Cre/+^* vs *Isl1^Cre/+^::Meis2^LoxP/LoxP^*). (**D**) Expression of the 10 best DEGs in the different adult dorsal root ganglia (DRG) sensory neuron subtypes according to Usoskin et al., 2015. Red frames indicate Meis2-expressing subpopulations of low-threshold mechanoreceptor (LTMR) and proprioceptive neurons. Note that all DEG are expressed in Meis2-expressing neurons.

**Figure 3—figure supplement 2.**
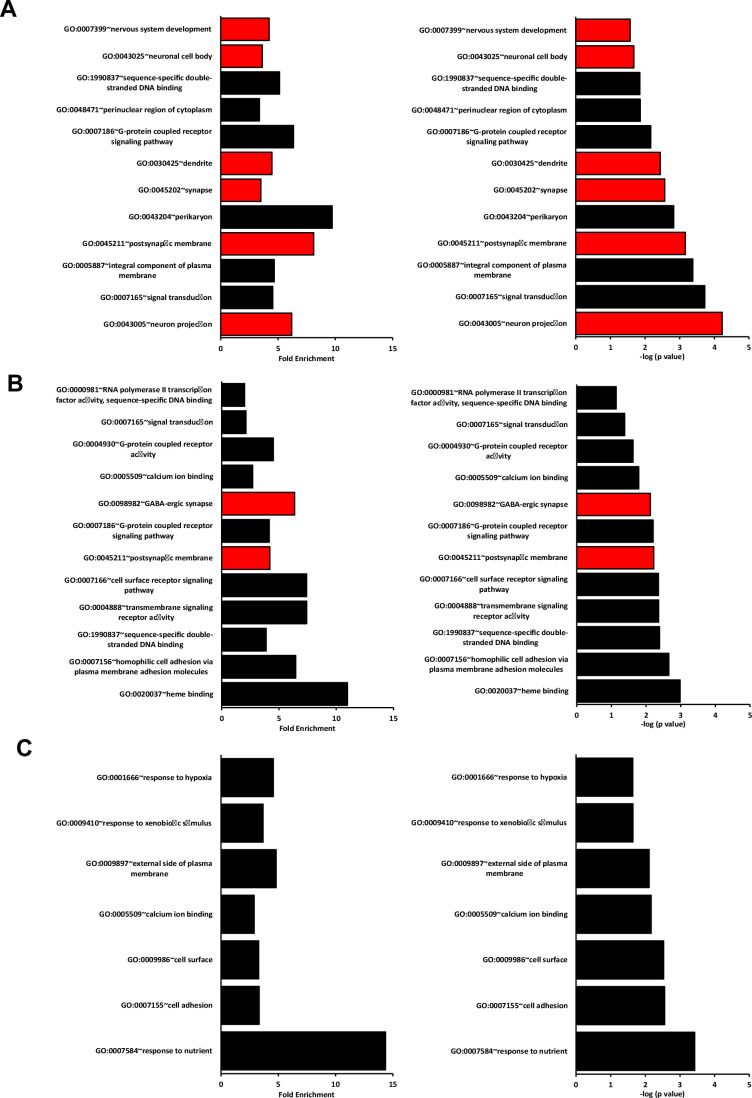
Best DAVID GO terms for each dataset in the RNAseq paired analysis. Graphs show the fold enrichment and –log10(p value) of the first 12 best GO terms sorted according to their p-value and fold enrichment for (**A**) WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^*, (**B**) *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^*, and (**C**) WT vs *Isl1^+/Cre^*. Only terms associated with more than five genes were considered. Terms associated with more than 15 genes were excluded as they referred to very generic keywords. Red bars indicate terms associated to the nervous system. Note that none of the best GO terms in the WT vs *Isl1^+/Cre^* dataset associated to the nervous system, and that most of the fold enrichment and p-values are lower in the WT vs *Isl^1+/Cre^* dataset compared to the other datasets.

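From each of the study's tables, the 12 terms with the smallest reported p were taken, of any category and any number of genes. The study's figure limits both, so its best terms can be others. Genes for haemoglobin chains occur in 11 of these 12 terms for mutant and Isl1Cre/+. They occur in 0 of the 12 for mutant and WT and in 1 of the 12 for Isl1Cre/+ and WT. All 4 tested haemoglobin genes (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt) met the criterion between mutant and Isl1Cre/+ in the edgeR fits, with a median log2 fold change of 2.07. Hbb-bs, the most abundant, had 27667, 13247 and 23571 counts in the WT, 6593, 14140 and 5124 in the Isl1Cre/+ and 17261, 53819 and 28166 in the mutant libraries. Without mutant library 2, in which all 4 were highest, the median fell to 1.53.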

**Figure 3—figure supplement 3.**
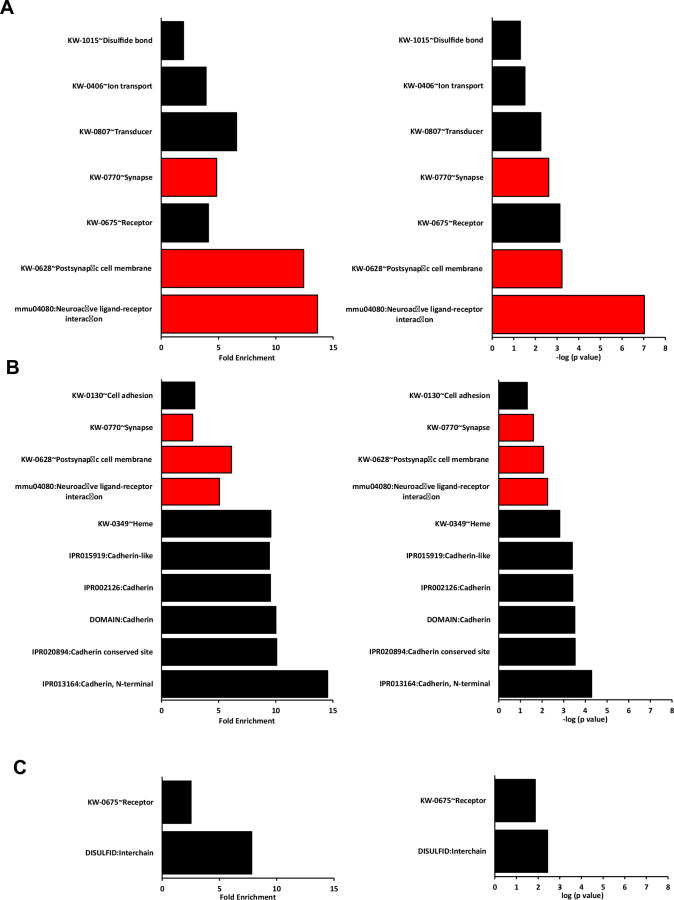
Best DAVID terms other than GO for each dataset in the RNAseq paired analysis. Graphs show the fold enrichment and –log10(p value) of all the terms other than GO sorted according to their p-value and fold enrichment for (**A**) WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^*, (**B**) *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^*, and (**C**) WT vs *Isl1^+/Cre^*. Only terms associated with more than five genes were considered. Terms associated with more than 15 genes were excluded as they referred to very generic keywords. Red bars indicate terms associated to the nervous system. Note that none of these terms in the WT vs *Isl1^+/Cre^* dataset associated to the nervous system, and that most of the fold enrichment and p-values are lower in the WT vs *Isl1^+/Cre^* dataset compared to the two other datasets.

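By the paper's own values, 77 of its 123 terms for mutant and WT, 86 of 115 for mutant and Isl1Cre/+ and 39 of 69 for Isl1Cre/+ and WT have a p under 0.05, and 11, 24 and 6 have a Benjamini value under 0.05. The genes behind these terms were mostly lower in the mutant than in WT (28 of 36) and more often higher than lower relative to Isl1Cre/+ (39 against 29 annotated genes), and in Isl1Cre/+ 38 of 63 were lower than in WT.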

**Figure 3—figure supplement 4.**
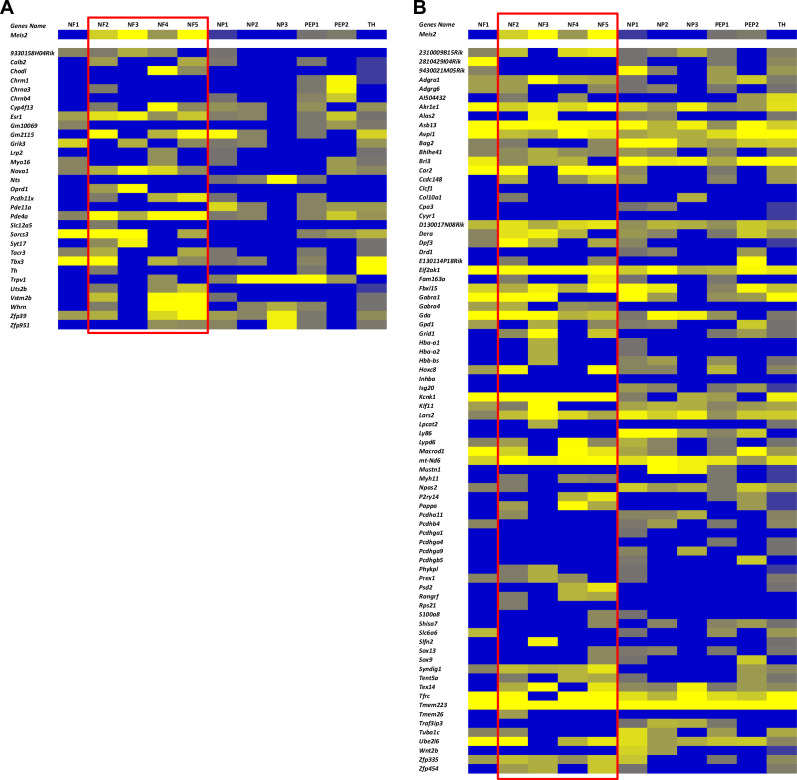
Comparison of differentially expressed genes (DEGs) in Meis2 mutant embryonic dorsal root ganglia (DRG) neurons with their expression in the different adult DRG sensory neuron subtypes. (**A**) Heat map showing the expression of DEGs of the WT vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* (**A**) and the *Isl1^+/Cre^* vs *Isl1^+/Cre^::Meis2^LoxP/LoxP^* (**B**) datasets in the different adult DRG sensory neuron subtypes according to Usoskin et al., 2015. Red frames indicate Meis2-expressing subpopulations.

### *Meis2* gene is necessary for SA-LTMR morphology and function only in the glabrous skin

LTMRs form specialized sensory endings in a variety of end organs specialized to shape the mechanoreceptor properties. We used the *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice to assess the effects of late loss of *Meis2* on LTMR structure and function and investigate whether postmitotic *Meis2* inactivation impacts terminal morphologies and physiological properties of LTMRs. We made recordings from single mechanoreceptors and probed their responses to defined mechanical stimuli in adult WT, *Isl1^+/Cre^*, and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice using ex vivo skin nerve preparations as previously described (Schwaller et al., 2021; Walcher et al., 2018; Wetzel et al., 2007).

We recorded single myelinated afferents in the saphenous nerve which innervates the hairy skin of the foot or from the tibial nerve that innervates the glabrous skin of the foot (Schwaller et al., 2021; Walcher et al., 2018). In control nerves, all the single units (n = 78) with conduction velocities in the Aβ-fiber range (>10 m s^-1^) could be easily classified as either rapidly adapting or slowly adapting mechanoreceptors (RA-LTMR or SA-LTMRs, respectively) using a set of standard quantitative mechanical stimuli. However, in the *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice about 10 and 18% of Aβ fibers in the hairy and glabrous skin respectively could not be reliably activated by any of the quantitative mechanical stimuli used. Sensory neurons that could not be activated by our standard array of mechanical stimuli but could still be activated by rapid manual application of force with a glass rod were classified as so-called ‘tap’ units (Figure 4A). Such ‘tap’ units have been found in several mice with deficits in sensory mechano-transduction (Wetzel et al., 2007; Ranade et al., 2014). We made recordings from SA-LTMRs from both glabrous and hairy skin, but decided to pool the data as there was an insufficient sample size from either skin area alone. We reasoned that electrophysiological recordings would pick up primarily receptors that had successfully innervated Merkel cells and miss those fibers that had failed to innervate end organs and would likely not be activated by mechanical stimuli. In this mixed sample of SA-LTMRs, the mean vibration threshold was significantly elevated in *Isl1^Cre/+^::Meis2^LoxP/LoxP^*mice, but it was clear that many fibers in this sample had mechanical thresholds similar to those in the wild type (Figure 4B). The response of the same SA-LTMRs to a 25 Hz sinusoidal stimulus was unchanged in *Isl1^Cre/+^::Meis2^LoxP/LoxP^* mice compared to controls (Figure 4B). The response of these fibers to ramp stimuli of increasing velocities or to increasing amplitudes of ramp and hold stimuli was also not significantly different in mutant mice compared to controls (Figure 4C).

**Figure 4.**
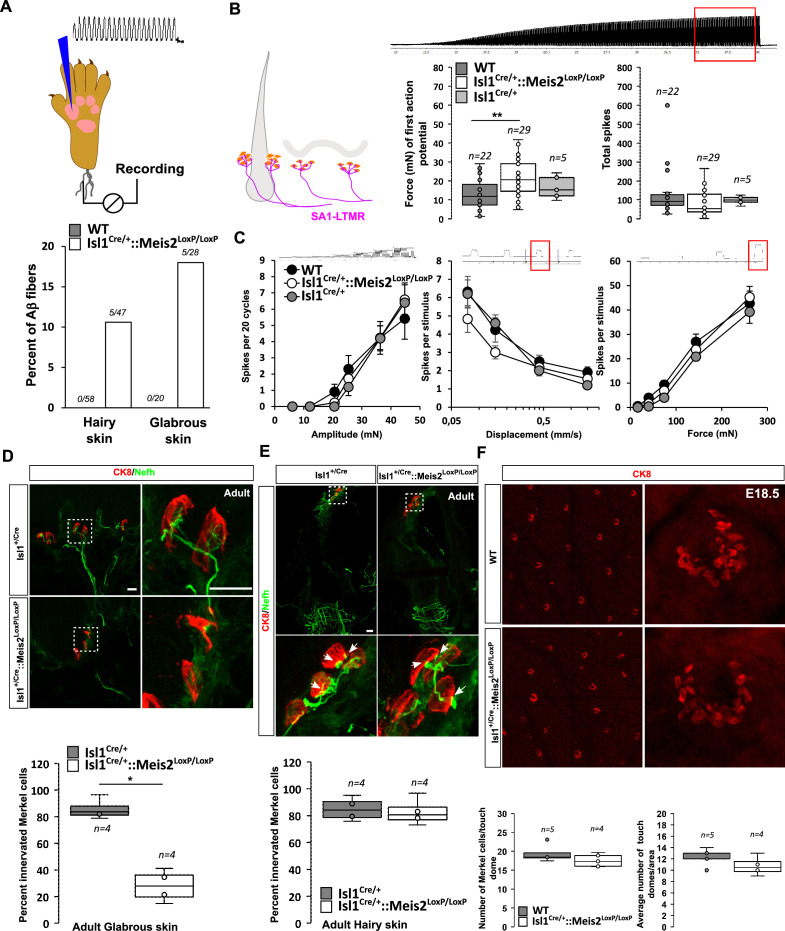
*Meis2* gene inactivation compromised Merkel cell innervation in the glabrous skin and increased slowly adapting mechanoreceptor (SAM) vibration threshold. (**A**) Graph showing the percentage of tap units among all recorded Aβ fibers in the nerve skin preparation both in the hairy and glabrous skins. The number of tap units over the number of recorded fibers is indicated. Note that Tap units are only present in both the hairy and glabrous skin of adult *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice but not in WT littermates. (**B**) In the hairy and glabrous skins, SAMs in *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice (n = 22 from six mice) had significantly increased vibration threshold compared to WT mice (n = 29 from six mice), but normal firing activity to a 25 Hz vibration. Trace shows the stimulation applied to the skin, and red squares indicate the time frame during which the number of spikes was calculated. (**C**) SAM responses to a ramp of 50 Hz vibration with increasing amplitude are similar in WT, *Isl1^+/Cre^*, and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice. SAM responses to ramp stimuli and their static force responses were also identical in the different genotypes. Fibers from WT and *Isl1^+/Cre^* mice (n = 5) displayed similar responses. * p≤0.05; ** p≤0.005. Traces show the applied stimulus and red squares the time frame during which the parameters below were measured. (**D**) Confocal images of Nefh^+^ innervation (green) of CK8^+^ Merkel cells (red) in the forepaw glabrous skin of *Isl1^Cre/+^*and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* adult mice. Dotted white squares indicate the close-up of CK8^+^ Merkel cells. Note the lack of Nefh^+^ fibers innervating Merkel cells in mutant mice. White arrows point at contact between NF200^+^ fibers and CK8^+^ Merkel cells. Scale bar = 10 µm. The box plot indicates the percentage of Merkel cells in contact with Nefh^+^ fibers. n = 4. * p≤0.05 in Mann–Whitney test. (**E**) Confocal images of Nefh^+^ innervation (green) and CK8^+^ Merkel cells (red) of guard hairs in the hairy back skin of *Isl1^Cre/+^*and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* adult mice. Dotted white squares indicate the close-up of CK8^+^ Merkel cells with apparently normal Nefh^+^ innervation. White arrows point at contacts between Nefh^+^ fibers and CK8^+^ Merkel cells. Scale bar = 10 µm. The box plot indicates the percentage of Merkel cells contacted by Nefh^+^ fibers. n = 4. (**F**) Representative images of whole-mount staining for CK8 in the hairy back skin of WT and *Isl1^Cre/+^::Meis2^LoxP/LoxP^* E18.5 embryos showing no difference in the number of touch dome between genotypes. Box plots show the number of touch domes per surface area and the number of Merkel cells per touch dome. No significant differences were found between both genotypes in Mann–Whitney test. n = 5 (WT) and 4 (*Isl1^+/Cre^::Meis2^LoxP/LoxP^*).

In both the glabrous and the hairy skin, Merkel cells are innervated by slowly adapting mechanoreceptor type I (SAI-LTMR) neurons responding to both static skin indentation and moving stimuli such as vibration. In the glabrous skin, Merkel cells form clusters in the basal layer of the epidermis, and in the hairy skin, similar clusters of Merkel cells called touch domes are located at the bulge region of guard hairs. Histological analysis indicated that in the forepaw glabrous skin of *Isl1^+/Cre^::Meis2^LoxP/LoxP^* adult mice, the number of Merkel cells contacted by Nefh-positive fibers was strongly decreased compared to *Isl1^+/Cre^* (Figure 4D). However, in contrast to the glabrous skin, Merkel cell innervation by Nefh-positive fibers appeared largely unaffected in the hairy skin of *Isl1^Cre/+^::Meis2^LoxP/LoxP^* mice (Figure 4E). Whole-mount analysis of CK8-positive Merkel cells in the hairy back skin of E18.5 embryos showed that the overall number of touch domes and Merkel cells per touch dome was unchanged in mutant animals compared to WT (Figure 4F).

Altogether, these data indicate that *Meis2* is necessary for Merkel cell innervation in the glabrous, but not in the hairy skin. In addition, electrophysiological recordings indicate that among SA-LTMRs, there was a light loss of sensitivity that could be associated with poor innervation of Merkel cells in the glabrous skin.

### *Meis2* is necessary for RA-LTMR structure and function

In the glabrous skin, Meissner corpuscles are located in the dermal papillae and are innervated by rapidly adapting type LTMR (RA-LTMR) that detect small-amplitude skin vibrations <80 Hz.

Histological analysis of the glabrous skin showed that Nefh-positive innervation of the Meissner corpuscles was strongly disorganized (Figure 5A, Figure 5—video 1; 2) with decreased complexity of the Nefh^+^ fibers within the corpuscle as shown by quantification of the average number of time that fibers cross the midline of the terminal structure. However, recordings from RA-LTMRs innervating these structures in *Isl1^Cre/+^::Meis2^LoxP/LoxP^* animals showed largely normal physiological properties (Figure 5B). Thus RA-LTMRs recorded from *Isl1^Cre/+^::Meis2^LoxP/LoxP^* displayed normal vibration sensitivity in terms of absolute threshold and their ability to follow 25 sinusoids. There was a tendency for RA-LTMRs in *Isl1^Cre/+^::Meis2^LoxP/LoxP^* mutant mice to fire fewer action potentials to sinusoids and the ramp phase of a series 2 s duration ramp and hold stimuli, but these differences were not statistically significant (Figure 5B).

**Figure 5.**
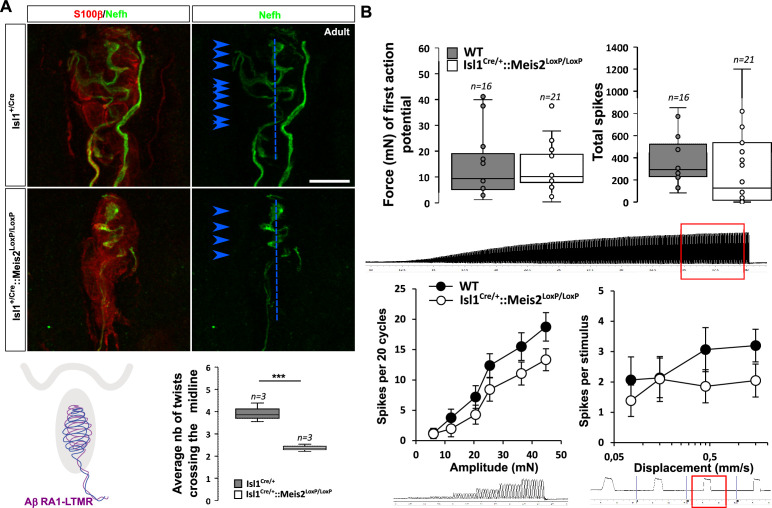
*Meis2* gene inactivation affects Meissner corpuscles morphology. (**A**) Representative images showing S100*β*^+^ Meissner corpuscles (red) and their innervation by Nefh^+^ fibers (green) in the glabrous skin of WT and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* adult mice. Scale bar = 10 µm. The box plot shows the average number of times Nefh^+^ fibers cross the midline of the Meissner corpuscles. Dashed blue lines indicate the Meissner corpuscle midline. Blue arrowheads indicate sites where Nefh^+^ fibers cross this midline. (**B**) RAMs of the glabrous skin exhibited similar vibration threshold and firing activity to a 25 Hz vibration in WT (n = 16 from four mice) and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice (n = 21 from six mice). Glabrous RAMs showed a nonsignificant decrease in firing activity to a ramp of 50 Hz vibration with increasing amplitude in *Isl1^+/Cre^::Meis2^LoxP/LoxP^* compared to WT littermates, but their response to ramp stimuli was similar in both genotypes. Traces indicate the type of stimulation and red squares the time frame during which the number of spikes was calculated. *** p≤0.001; Student’s *t*-test.

**Figure 5—figure supplement 1.**
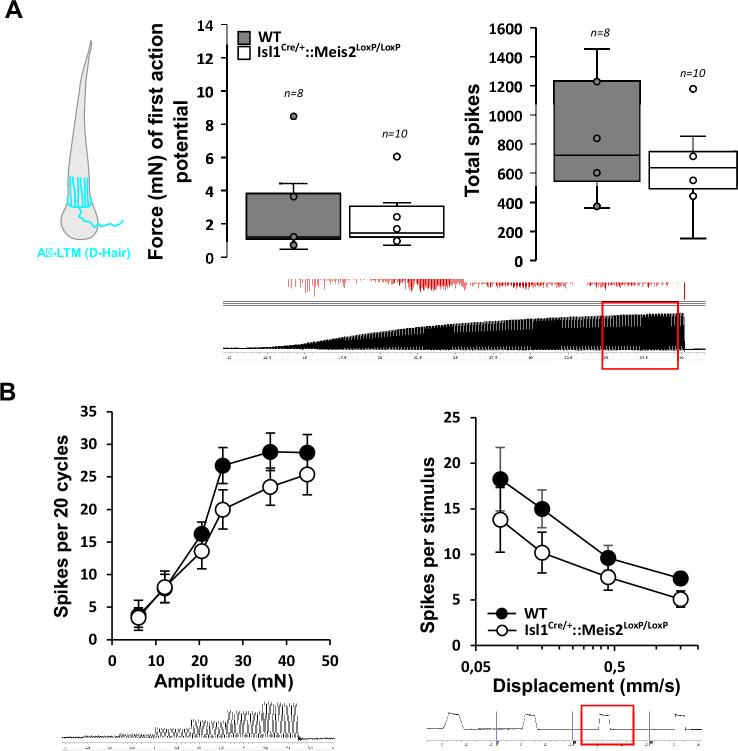
Normal electrophysiological responses of D-hair mechanoreceptors following *Meis2* gene inactivation. (**A**) D-hair mechanoreceptors of the hairy skin exhibited similar vibration threshold and firing activity to a 25 Hz vibration in WT (n = 8 from three mice) and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice (n = 10 from three mice). (**B**) D-hair mechanoreceptors showed similar responses to a ramp of 50 Hz vibration with increasing amplitude and to a ramp stimuli in WT and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* animals. Trace shows the type of stimulation and red square indicates the time frame during which the number of spikes was calculated.

**Figure 5—video 1.** Meissner corpuscle in WT. 3D visualization of Meissner corpuscles in adult WT glabrous skin visualized by IF against Nefh and S100β.

**Figure 5—video 2.** Meissner corpuscles in Isl1+/Cre::Meis2LoxP/LoxP. 3D visualization of Meissner corpuscles in adult Isl1+/Cre::Meis2LoxP/LoxP glabrous skin visualized by IF against Nefh and S100β.

In the hairy skin, RA-LTMRs form longitudinal lanceolate endings parallel to the hair shaft of guard and awl/auchene hairs and respond to hair deflection only during hair movement, but not during maintained displacement (Lechner and Lewin, 2013). Similar to Meissner corpuscles, they are tuned to frequencies between 10 and 50 Hz (Schwaller et al., 2021). Whole-mount analysis of Nefh-positive fibers in the adult back skin showed an overall decrease in the innervation density of hairs in *Isl1^Cre/+^::Meis2^LoxP/LoxP^* animals compared to *Isl1^Cre/+^* (Figure 6A). Our analysis revealed significant decreases in both the number of plexus branch points and the number of innervated hair follicles (Figure 6B).

**Figure 6.**
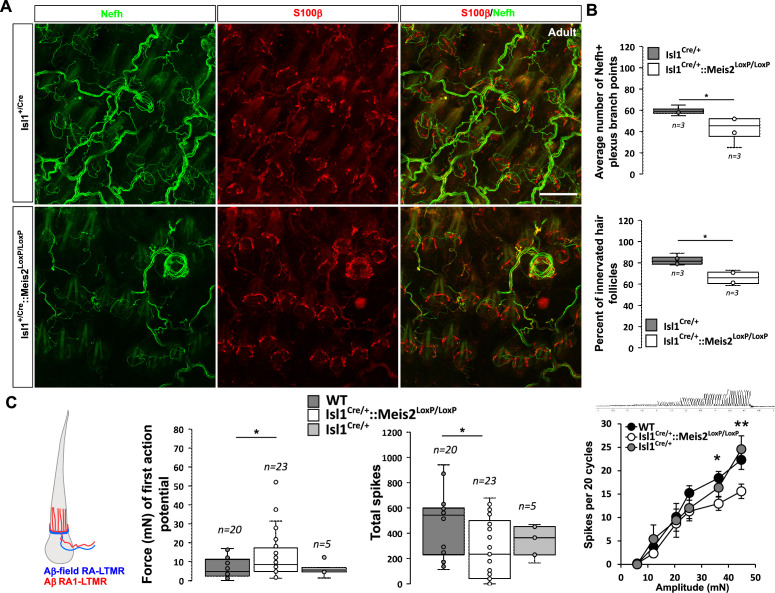
*Meis2* gene inactivation affects hair follicle innervation and RAM fibers electrophysiological responses in the hairy skin. (**A**) Representative images of whole-mount immunostaining for Nefh^+^ sensory projections (green) in the hairy skin of adult WT and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* embryos counterstained with S100β (red) to highlight terminal Schwann cells decorating the periphery of hair follicles. Scale bar = 100 µm. (**B**) Box plots showing the quantification for the number of branch points in the innervation network and the number of innervated hair follicles. n = 3; *p≤0.05. (**C**) RAMs in the hairy skin of *Isl1^Cre^::Meis2^LoxP/LoxP^* mice (n = 24 from three mice) exhibited significantly increased vibration threshold and reduced firing activity to a 25 Hz vibration compared to WT mice (n = 20 from three mice). RAMs in the hairy skin of *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice also showed a reduced firing activity in response to a ramp of 50 Hz vibration with increasing amplitude compared to WT and *Isl1^+/Cre^* animals. Fibers recorded from *Isl1^+/Cre^* mice (n = 5) showed similar responses than those recorded from WT mice. * p≤0.05; **p≤0.005.

Consistent with the hypo-innervation of hair follicles in *Isl1^Cre/+^::Meis2^LoxP/LoxP^*, we observed robust deficits in the mechanosensitivity of RA-LTMRs in the hairy skin (Figure 6C ). Thus, we needed sinusoids of significantly larger amplitudes to evoke the first (threshold) spike in RA-LTMRs. We therefore measured the total number of spikes evoked by a sinusoid stimulus (25 Hz) of gradually increasing amplitude. Again, RA-LTMRs fired considerably less in *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mutant than in control mice. This finding was confirmed using a series of vibration steps of increasing amplitudes again demonstrating decreased firing in response to 25 Hz vibration stimuli (Figure 6C). Thus, the functional deficits in RA-LTMRs correlate well with the defects in LTMR cutaneous projections we observed in *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mutant mice.

Finally, D-hair mechanoreceptors or Aδ−LTMRs are the most sensitive skin mechanoreceptors with very large receptive fields (Li et al., 2011; Walcher et al., 2018; Shin et al., 2003). They form lanceolate endings, are thinly myelinated, and are activated by movement of the smaller zigzag hairs (Lechner and Lewin, 2013). Consistent with the lack of Meis2 expression in this population reported by scRNAseq databases, Aδ fibers D-hair in the hairy skin showed similar vibration responses in WT and *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice (Figure 5—figure supplement 1).

## Discussion

The function of the Meis family of TFs in postmitotic neurons has only been marginally addressed (Bouilloux et al., 2016; Jakovcevski et al., 2015; Agoston et al., 2014). Here, we showed that *Meis2* is selectively expressed by subpopulations of early postmitotic cutaneous LTMR and proprioceptive neurons during the development of both mouse and chick, highlighting the conserved Meis2 expression across vertebrate species in those neurons. Our results on Meis2 expression are in agreement with previous combined scRNAseq analysis and genetic tracing reporting Meis2 in proprioceptive neurons, Aβ field-LTMR, Aβ-SA1-LTMR, and Aβ-RA-LTMR, but not in C-LTMR, Aδ-LTMR, peptidergic, and non-peptidergic nociceptive neurons (Sharma et al., 2020; Usoskin et al., 2015; Zheng et al., 2019). We unambiguously demonstrate that *Meis2* differentially regulates target-field innervation and function of postmitotic LTMR neurons. *Meis2* inactivation in postmitotic sensory neurons modified their embryonic transcriptomic profile and differentially impaired adult LTMR projections and functions without affecting their survival and molecular subtype identity.

The morphological and functional phenotypes we report following specific *Meis2* gene inactivation in postmitotic sensory neurons are consistent with its expression pattern, and ultimately, both defective morphological and electrophysiological responses result in specifically impaired behavioral responses to light touch mechanical stimuli. In these mutants, the decreased innervation of Merkel cells in the glabrous skin and the decreased sensitivity in SA-LTMR electrophysiological responses to mechanical stimuli are consistent with *Meis2* being expressed by Aβ-SA1-LTMR neurons. Interestingly, *Meis2* gene inactivation compromises Merkel cell innervation and electrophysiological responses in the glabrous skin but not in touch domes of the hairy skin where innervation appeared unchanged. This difference supports previous work suggesting that the primary afferents innervating Merkel cells in the glabrous and the hairy skin maybe different (Niu et al., 2014; Olson et al., 2016). Whereas Merkel cells of the glabrous skin are exclusively contacted by large Ntrk3/Nefh-positive Aβ afferents, neonatal mouse touch domes receive innervation of two types of neuronal populations, a Ret/Ntrk1-positive one that depends on Ntrk1 for survival and innervation, and another Ntrk3/Nefh-positive that does not depend on Ntrk1 signaling during development (Niu et al., 2014). However, the functional significance of these different innervations is unknown. Denervation in rat also pointed to the differences between Merkel cells of the glabrous and the hairy skin. Following denervation, Merkel cells of the touch dome almost fully disappear, whereas in the footpad, Merkel cells developed normally (Mills et al., 1989).

Because touch domes innervation and Aδ fibers D-hair vibration responses were unaffected in *Isl1^+/Cre^::Meis2^LoxP/LoxP^* mice, we postulate that the innervation defects we observed in the hairy skin are supported by defects in lanceolate endings with RA-LTMR electrophysiological properties. However, the increased number of ‘tap’ units both in the hairy and glabrous skin is compatible with wider deficits also including Aβ-field LTMRs peripheral projections. Similarly, although the severely disorganized Meissner corpuscle architecture did not result in significant consequences on RAM fibers’ electrophysiological responses in the glabrous skin, it is possible that the large increase in the number of ‘tap units’ within Aβ fibers of the glabrous skin represents Meissner corpuscles whose normal electrophysiological responses are abolished. Indeed, the electrophysiology methods used here can only identify sensory afferents that have a mechanosensitive receptive field. Primary afferents that have an axon in the skin but no mechanosensitvity can only be identified with a so-called electrical search protocol (Wetzel et al., 2007; Ranade et al., 2014) which was not used here. It is therefore quite likely that many primary afferents that failed to form endings would not be recorded in these experiments, for example, SA-LTMRs and RA-LTMRs that fail to innervate end organs (Figures 4—6). In agreement, challenging sensory responses in the glabrous skin with either Von Frey filament application or cotton swab stroking clearly showed a dramatic loss of mechanical sensitivity specifically within the range of gentle touch neurons. Recent work reported that the Von Frey test performed within low forces and challenging light touch sensation could distinguish Merkel cells from Meissner corpuscles dysfunctions. Mice depleted of Merkel cells performed normally on this test while mice mutated at the *Ntrk2* locus with Meissner corpuscle innervation deficits were less sensitive in response to filament within the 0.02–0.6 g range (Neubarth et al., 2020). Thus, our result in the Von Frey test likely reflects aberrant functioning of the RAM LTMR-Meissner corpuscle complex. Finally, the unaltered D-hair fibers’ electrophysiological responses and the normal noxious responses in the hot plate setting are consistent with the absence of *Meis2* expression in Aδ-LTMR, peptidergic, and non-peptidergic neurons. Surprisingly, although *Meis2* is expressed in proprioceptive neurons (Usoskin et al., 2015; Zheng et al., 2019; Shin et al., 2020), their function appeared not to be affected as seen by normal gait behavior in catwalk analysis. This is in agreement with studies in which HoxC8 inactivation, a classical Meis TF co-factor expressed by proprioceptive neurons from E11.5 to postnatal stages, affected neither proprioceptive neurons early molecular identity nor their survival (Shin et al., 2020). From our data, we could not conclude whether SA-LTMR electrophysiological responses are differentially affected in the glabrous vs hairy skin of *Meis2* mutant as suggested by histological analysis. Similarly, the decreased sensitivity of *Meis2* mutant mice in the cotton swab assay and the morphological defects of Meissner corpuscles evidenced in histological analysis do not correlate with RA-LTMR electrophysiological responses for which a tendency to decreased responses was, however, measured. The latter might result from an insufficient number of fibers recording, whereas the first may be due to pooling SA-LTMR from both the hairy and glabrous skin.

Understanding the transcriptional programs controlling each step in the generation of a given fully differentiated and specified neuron is an extensive research field in developmental neurobiology. Basic studies in model organisms led to a functional classification of TFs. Proneural TFs such as *Neurogenins* control the expression of generic pan-neuronal genes and are able to reprogram nearly any cell types into immature neurons (Guillemot and Hassan, 2017; Baker and Brown, 2018). Terminal selectors are TFs mastering the initiation and maintenance of terminal identity programs through direct regulation of neuron type-specific effector genes critical for neuronal identity and function such as genes involved in neurotransmitters synthesis and transport, ion channels, receptors, synaptic connectivity, or neuropeptide content (Hobert, 2016; Hobert and Kratsios, 2019). The proneural function of *Ngn1* and *Ngn2* genes in neural crest cells, the precursors of DRG sensory neurons, is well demonstrated (Marmigère and Ernfors, 2007; Ma et al., 1999), and several terminal selector genes shaping the different DRG sensory subpopulations have also been clearly identified including for cutaneous LTMRs (Lallemend and Ernfors, 2012; Marmigère and Ernfors, 2007; Abdo et al., 2011; Olson et al., 2016; Wende et al., 2012; Yoshikawa et al., 2013; Lin et al., 1998; Inoue et al., 2002). *Maf*, *Runx3*, *Shox2*, *ER81,* and *Pea3* are part of this regulatory transcriptional network regulating cutaneous LTMR neuron diversification through intermingled crossed activation and/or repression of subclasses-specific effector genes (Marmigère and Carroll, 2014).

In humans, at least 17 different mutations in the *Meis2* gene have been associated with neurodevelopmental delay (Gangfuß et al., 2021; Giliberti et al., 2020; Shimojima et al., 2017), emphasizing its essential function in neuronal differentiation. *Meis2* function in late differentiation of postmitotic peripheral sensory neurons adds to the wide actions of this TF in the developing and adult nervous system in the number of regions of the mouse nervous system. Its expression both in dividing neural progenitors, immature neurons, and discrete populations of mature neurons (Jakovcevski et al., 2015; Toresson et al., 1999; Toresson et al., 2000; Chang and Parrilla, 2016; Frazer et al., 2017; Bumsted-O’Brien et al., 2007; Yan et al., 2020; Yang et al., 2021; Allen et al., 2007) argues for diverse functions ranging from regulation of neuroblasts cell-cycle exit, to cell-fate decision, neurogenesis, neuronal specification, neurite outgrowth, synaptogenesis, and maintenance of mature neurons. In DRG LTMRs, *Meis2* fulfills some but not all of the criteria defining terminal selector genes. Its inactivation in neural crest cells does not affect sensory neuron generation nor pan-neuronal features, clearly excluding it from a proneural TF function. Although *Meis2* expression is continuously maintained in defined sensory neuron subtypes starting from early postmitotic neurons throughout life, its expression is not restricted to a unique neuronal identity and its early or late inactivation in either sensory neuron progenitors or postmitotic neurons does not influence neuronal subtypes identity nor survival as seen by the normal numbers of Ntrk2, Ntrk3, or Ret-positive neurons. However, our transcriptomic analyses strongly support that in LTMRs, Meis2 regulates other types of terminal effector genes such as genes participating in neurotransmitter machinery specification and/or recognition, establishment, and maintenance of physical interactions between LTMRs and their peripheral targets. Surprisingly, our RNAseq analysis only revealed 10 DEGs that could be unambiguously attributed to Meis2 activity. All of these genes are expressed in adult LTMRs (Usoskin et al., 2015), suggesting that they exert specific functions in the maintenance of these sensory subclasses, and that their up- or downregulation might affect LTMRs maturation, but did not show any GO term enrichment. 

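Under the edgeR fits, the number that met the criterion, of 9 genes from the study's list of shared genes, was 5 relative to WT and 7 relative to Isl1Cre/+, and 0 between Isl1Cre/+ and WT, where 0 also had an unadjusted p under 0.05. Adjusted over all genes, 0 of the 9 passed 0.05 in either comparison of the mutant. Adjusted over the list alone, 0 passed relative to WT and 7 relative to Isl1Cre/+, on a list chosen on these libraries and therefore not as independent evidence.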

Separate GO analyses of our datasets, however, revealed alterations in pathways associated to synapse function and neuron projections. Therefore, from our results, we cannot exclude that dysregulation of those genes is secondary to the changed expression of one or more of the 10 above DEGs. 

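The mRNAs of 4 genes for transmission were compared between genotypes: Gabra4 (ENSMUSG00000029211.11, chromosome 5, 71569749 to 71658308), Slc12a5 (ENSMUSG00000017740.17, chromosome 2, 164960802 to 164999731), Grid1 (ENSMUSG00000041078.7, chromosome 14, 34820108 to 35583379) and Grik3 (ENSMUSG00000001985.9, chromosome 4, 125490700 to 125714173). Gabra4 was higher in mutant than in Isl1Cre/+ libraries, with a log2 fold change of 0.38 (standard error 0.136, unadjusted p = 0.0256 from the edgeR test). Relative to WT it changed by 0.23 (standard error 0.184, unadjusted p = 0.246 from the edgeR test), with 4.17 ± 0.723 cpm (SD, n = 3) in the WT libraries. Slc12a5 had a log2 fold change of -0.69 relative to WT (standard error 0.242, unadjusted p = 0.0237 from the edgeR test), and of -0.12 relative to Isl1Cre/+ (standard error 0.226, unadjusted p = 0.625 from the edgeR test). In Isl1Cre/+ relative to WT, its log2 fold change was -0.56 (standard error 0.201, unadjusted p = 0.0262 from the edgeR test). Grid1 had 9.99 ± 0.484 cpm (SD, n = 3) in WT, 10.2 ± 0.563 (SD, n = 3) in Isl1Cre/+ and 8.41 ± 0.411 (SD, n = 3) in mutant libraries. Grik3 had a log2 fold change of -0.46 relative to WT (standard error 0.162, unadjusted p = 0.0245 from the edgeR test) and of -0.39 relative to Isl1Cre/+ (standard error 0.201, unadjusted p = 0.0878 from the edgeR test). The adjusted p of all 4 genes was 1.00 in each comparison of the mutant from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 of them met the criterion relative to WT and 2 relative to Isl1Cre/+. Among exonic bases, 46 of Gabra4 are shared with Gabrb1 and 91 of Grid1 with Gm27617.

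**Figure D2:**
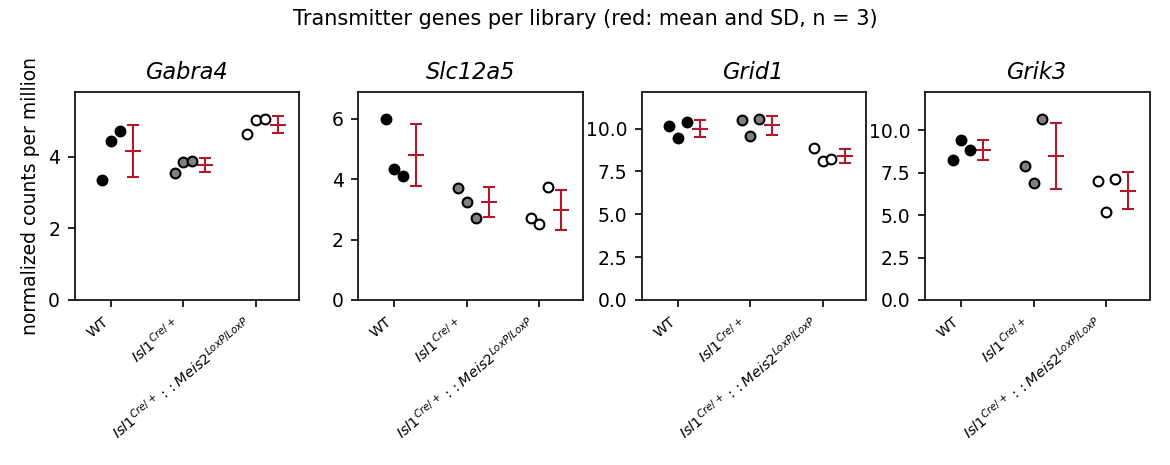
Normalized counts (cpm) of 4 genes are drawn for each library of the 3 genotypes, with 1 panel per gene and an axis that starts at 0, and red points and bars give the mean and SD of 3 libraries. Gabra4 has means of 4.17 in WT, 3.76 in Isl1Cre/+ and 4.9 in the mutant, and Slc12a5 means of 4.8, 3.23 and 2.98.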

Two GABA(A) receptor subunits (GABRA1 and GABRA4), the K-Cl cotransporter SLC12A5 associated to GABAergic neurotransmission, but also the glutamate receptor subunits GRID1 and GRIK3 are down- or upregulated in Meis2 mutants, questioning whether an imbalance gabaergic and glutamatergic transmission is responsible for Meis2 sensory phenotypes. 

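The gamma cluster of protocadherin genes spans 37661793 to 37841873 on chromosome 18 and holds 22 annotated genes. Each shares at least 2116 exonic bases with every other gene of the cluster, so that reads in the shared part cannot be assigned to a single gene. Pcdhgb1 and Pcdhga4 share 3154 bases and Pcdhgb4 and Pcdhga8 share 2224, so these pairs also overlap outside the part common to the cluster. Of its 20 tested genes, 18 were lower in mutant than in Isl1Cre/+ libraries, with a median log2 fold change of -0.16 (adjusted p = 1.12e-07 over 78 list tests from limma's camera test with Benjamini-Hochberg adjustment). Under fry, which allows for correlation between these genes, the unadjusted p was 0.0116 and the adjusted one 0.448. Relative to WT, 10 of the 20 were lower and the median was -0.016, and in Isl1Cre/+ relative to WT 16 of the 20 were higher, with a median of 0.13 (unadjusted p = 0.0486 from limma's fry test). Without WT library 1 this last median was 0.060, and without mutant library 2 the median relative to WT turned to 0.027, against -0.083 without WT library 1. In the alpha cluster, from 36930184 to 37187661 with 14 genes that share 3 exons, the median log2 fold change of 12 tested genes was -0.096 relative to Isl1Cre/+ and -0.038 relative to WT, and without mutant library 2 these turned to 0.042 and 0.12. In the beta cluster, from 37264938 to 37524479, whose 22 genes share no exon, the 20 tested genes had medians of 0.00083 and 0.023, and the first of these turned to -0.024 with scaling by library size only, to -0.052 with Y-linked counts as a covariate, added after seeing the data, and to -0.069 without Isl1Cre/+ library 1, the second to -0.066 without WT library 1. The 11 tested protocadherins outside the clusters had medians of -0.088 and -0.11, and 17 classical and related cadherins -0.10 and -0.050. Without Isl1Cre/+ library 3 the first values of these pairs were -0.027 and -0.039, and without mutant library 2 the protocadherins outside the clusters had -0.022 relative to WT.

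**Figure D3:**
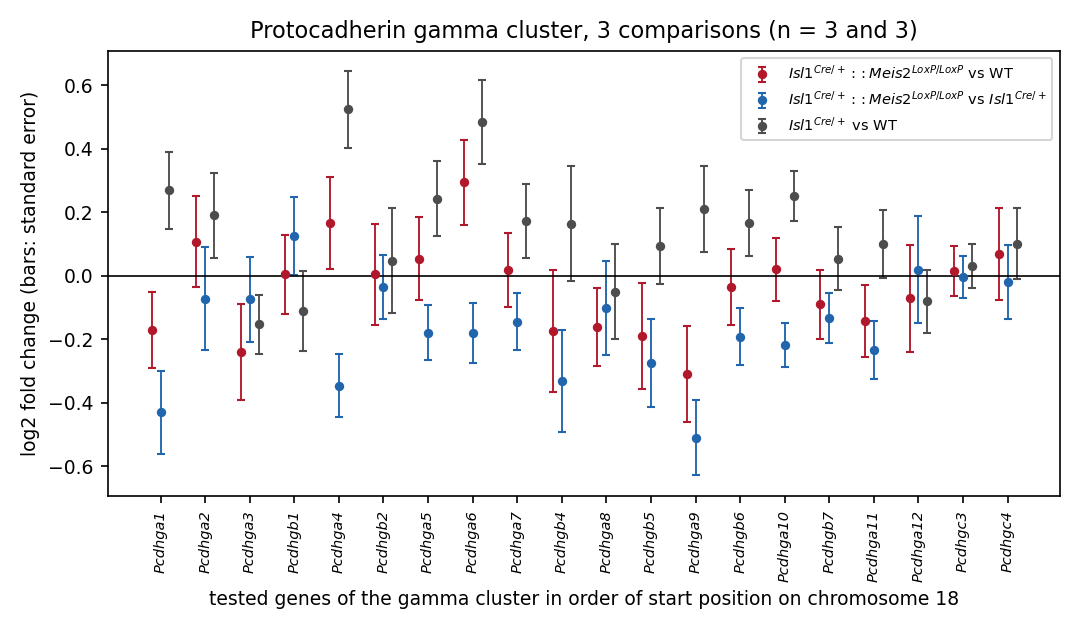
Log2 fold changes from edgeR of the 20 tested genes of the gamma cluster are drawn in order of their start on chromosome 18 for the 3 comparisons, with bars for standard errors and 3 libraries per genotype. Most blue points (mutant relative to Isl1Cre/+) lie below 0 and most grey points (Isl1Cre/+ relative to WT) above 0.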

Interestingly, Meis2 inactivation seems to interfere with the embryonic expression of many members of the protocadherin family, and the protocadherin γ cluster (Pcdhg) in particular has recently been highlighted as essential for building central and peripheral LTMRs innervation and synapses and establish proper peripheral target-field innervation and touch sensation (Meltzer et al., 2023). Finally, previous work on *Islet1* conditional deletion in DRG sensory neurons reports considerable changes in gene expression. Early homozygous *Islet1* deletion results in increased sensory neuron apoptosis and a loss of Ntrk1- and Ntrk2-positive neurons, whereas late deletion seems to only affect the nociceptive subpopulations (Sun et al., 2008). Whereas the distal projection defects we report in *Wnt^Cre^::Meis2^LoxP/LoxP^* mutant can only be attributed to Meis2 inactivation, it is possible that among the DEGs we identified in *Isl1^Cre/+^::Meis2^LoxP/LoxP^*, some are epistatically regulated by the heterozygous *Islet1* deletion in addition to *Meis2* homozygous deletion. Such epistasis has been previously shown for Islet1 and the transcription factor Brn3a (Sun et al., 2008; Dykes et al., 2011).

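In the edgeR fits, 105 genes met the criterion both between mutant and Isl1Cre/+ and between Isl1Cre/+ and WT, and all 105 changed in opposite directions in these comparisons, back towards the WT level in the mutant. Both comparisons use the same 3 Isl1Cre/+ libraries, which makes such opposite changes more frequent: in simulations without any difference between genotypes, lists of the observed sizes shared a median of 32 genes in opposite directions, between 14 and 46. These simulations draw genes independently, while genes of the same tissue vary together across the libraries. The number observed was 33 without Isl1Cre/+ library 3 and 52 without Isl1Cre/+ library 1. With listed genes of muscle and blood left out, 84 of the shared genes remained. Of these, 73.8% followed genes of skeletal muscle across libraries within the genotypes (correlation above 0.7), against 8.64% of all genes. Different amounts of muscle in the ganglia are therefore a candidate explanation for part of these changes, and an effect of genotype on the same genes was not tested. The mutant libraries also carry the Isl1Cre allele, and 3 genes changed in the same direction in the mutant and in Isl1Cre/+ relative to WT.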

In conclusion, this study reveals a novel function for the Meis2 transcription factor in selectively regulating target-field innervation of LTMR neurons. More broadly, it opens new perspectives to molecularly understand how Meis2 is linked to neuronal development. Together with studies on Meis2 function in the SVZ where it is necessary to maintain the neurogenic effect of Pax6 in neural progenitors and is later expressed in their mature progenies (Agoston et al., 2014), our results raise the possibility that this TF sets up a lineage-specific platform on which various specific co-factors in turn participate in additional and/or subsequent steps of the neuronal differentiation program.

## Materials and methods

### Animals

All procedures involving animals and their care were conducted according to European Parliament Directive 2010/63/EU and the September 22, 2010, Council of the Protection of Animals, and were approved by the French Ministry of Research (APAFIS#17869-2018112914501928v2, June 4, 2020).

### Mice strains

Wnt1^Cre^ and Islet1^+/Cre^ mice were previously described (Yang et al., 2006; Lewis et al., 2013). We previously reported the conditional mutant strain for Meis2 (Meis2^LoxP/LoxP^) used in the present study (Roussel et al., 2022). To generate this strain, exon 8 of the *Meis2* gene was flanked by the LoxP recognition elements for the Cre recombinase at the ITL (Ingenious Targeting Laboratory, NY) using standard homologous recombination technology in mouse embryonic stem cells. FLP-FRT recombination was used to remove the neomycin selection cassette, and the Meis2^LoxP/LoxP^ mutant mice were backcrossed for at least eight generations onto the C57BL/6 background before use. The primers used to genotype the different strains were Meis2 sense 5'-TGT TGG GAT CTG GTG ACT TG-3'; Meis2 antisense 5'-ACT TCA TGG GCT CCT CAC AG-3'; Cre sense 5'-TGC CAG GAT CAG GGT TAA AG-3'; Cre antisense 5'-GCT TGC ATG ATC TCC GGT AT-3'. Mice were kept in an animal facility, and gestational stages were determined according to the date of the vaginal plug.

For retro-tracing experiments, newborn pups were anesthetized on ice and CTB coupled to Cholera Toxin Subunit B conjugated with Alexa Fluor 488 (Thermo Fisher) was injected using a glass micropipette in several points of the glabrous and hairy forepaw. Mice were sacrificed 7 d after injection and L4 to L6 DRGs were collected for analysis.

For behavioral assays, skin-nerve preparation, and electrophysiological recording, sex-matched 12-week-old mutant and WT littermates mice were used.

### Chick

Fertilized eggs were incubated at 37°C in a humidified incubator. For limb ablation experiments, eggs were opened on the third day of incubation (embryonic day 3, stage 17/18) (Hamburger and Hamilton, 1992) and the right hind limb bud was surgically removed as previously reported (Oakley et al., 1995). Eggs were closed with tape and further grown in the incubator for four (HH27) or seven (HH36) additional days before collection.

### Tissue preparation

Mouse and chick embryos were collected at different stages, fixed in 4% paraformaldehyde/PBS overnight at 4°C, and incubated overnight at 4°C for cryopreservation in increasing sucrose/PBS solutions (10–30% sucrose). After snap freezing in TissueTek, embryos were sectioned at 14 µm thickness and stored at –20°C until use.

### Cloning of mouse and chick Meis2 and probes preparation

For preparation of digoxigenin- and fluorescein-labeled probes, RNA from whole mouse or chick embryos was extracted using Absolutely RNA Nanoprep kit (Stratagene) following the manufacturer’s instruction. Reverse transcription (RT) was carried out for 10 min at 65°C followed by 1 hr at 42°C and 15 min at 70°C in 20 µl reactions containing 0.5 mM dNTP each, 10 mM DTT, 0.5 μg oligod(T)15 (Promega), and 200 U of Super Script II RT (Gibco BRL Life Technologies). A 1206-bp-long and 1201-bp-long Meis2 fragments were amplified from mouse and gallus cDNA respectively using the following primers: mMeis2 forward: 5'-ATGGCGCAAAGGTACGATGAGCT-3'; mMeis2 reverse: 5'-TTACATATAGTGCCACTGCCCATC-3'; gMeis2 forward: 5'-ATGGCGCAAAGGTACGATGAG-3'; gMeis2 reverse: 5'-TTACATGTAGTGCCATTGCCCAT-3'. PCRs were conducted in 50 µl reactions containing 10% RT product, 200 μM each dNTP, 10 pmol of each primer (MWG-Biotech AG), 3 mM MgCl_2_, 6% DMSO, and 2.5 U of Herculase hotstart DNA polymerase (Stratagene). cDNA was denatured for 10 min at 98°C and amplified for 35 cycles in a three-step program as follows: 1 min denaturation at 98°C, 1 min annealing at annealing temperature and then 1.5 min polymerization at 72°C. PCR products were separated into 2% agarose gels containing ethidium bromide. Bands at the expected size were excised, DNA was extracted, and the fragment was cloned into pCR4Blunt-TOPO vector (Invitrogen) and confirmed by sequencing. Other probes used for ISH have been described elsewhere (Bouilloux et al., 2016).

### In situ hybridization (ISH)

Before hybridization, slides were air-dried for 2–3 hr at room temperature. Plasmids containing probes were used to synthesize digoxigenin-labeled or fluorescein-labeled antisense riboprobes according to the supplier’s instructions (Roche) and purified by LiCl precipitation. Sections were hybridized overnight at 70°C with a solution containing 0.19 M NaCl, 10 mM Tris (pH 7.2), 5 mM NaH_2_PO_4_*2H_2_O/Na_2_HPO_4_ (pH 6.8), 50 mM EDTA, 50% formamide, 10% dextran sulfate, 1 mg/ml yeast tRNA, 1× Denhardt solution, and 100–200 ng/ml of probe. Sections were then washed four times for 20 min at 65°C in 0.4× SSC pH 7.5, 50% formamide, 0.1% Tween 20, and three times for 20 min at room temperature in 0.1 M maleic acid, 0.15 M NaCl, and 0.1% Tween 20 (pH 7.5). Sections were blocked for 1 hr at room temperature in the presence of 20% goat serum and 2% blocking agent (Roche) prior to incubation overnight with AP-conjugated anti-DIG-Fab-fragments (Roche, 1:2000). After extensive washing, hybridized riboprobes were revealed by performing an NBT/BCIP reaction in 0.1 M Tris–HCl pH 9.5, 100 mM NaCl, 50 mM MgCl_2_, and 0.1% Tween 20.

For double ISH, the procedure was the same except that hybridization was conducted by incubation with 100–200 ng/ml of one digoxigenin-labeled probe and 100–200 ng/ml of one fluorescein-labeled probe. Fluorescein-labeled probe was first revealed after overnight incubation with AP-conjugated anti-fluorescein-Fab-fragment (Roche, 1:2000) and further incubation with Fast Red tablets in 0.1 M Tris–HCl pH 8.5, 100 mM NaCl, 50 mM MgCl_2_, and 0.1% Tween 20. Pictures of fluorescein alone were taken after mounting in glycerol/PBS (1:9). To reveal the digoxigenin-labeled probe, sections were unmounted, washed extensively in PBS, and alkaline phosphatase was inhibited by incubation in a solution of 0.1 M glycin pH 2.2, 0.2% Tween 20 for 30 min at room temperature. After extensive washing in PBS, digoxigenin-labeled probe was revealed as described using the AP-conjugated anti-DIG-Fab-fragments (Roche, 1:2000) and the NBT/BCIP reaction. Sections were mounted again in glycerol/PBS (1:9), and pictures of both fluorescein and digoxigenin were taken. For removing the Fast Red staining, sections were unmounted again, washed extensively in PBS, and incubated in increasing solutions of ethanol/PBS solutions (20–100% ethanol). After extensive washing in PBS, sections were mounted in glycerol/PBS (1:9), and pictures of the digoxigenin staining alone were taken. Wide-field microscopy (Leica DMRB, Germany) was only used for ISH and ISH combined with immunochemistry.

### Immunochemistry

Immunochemistry was performed as previously described (Bouilloux et al., 2016). In situ hybridized sections or new sections were washed 3 × 10 min with PBS, blocked with 4% normal goat serum, 1% bovine serum albumin and 0.1% Triton X100 in PBS, and incubated overnight at 4°C with primary antibodies. After washing 3 × 10 min with PBS, incubation occurred for 2–4 hr with secondary species and isotype-specific fluorescent antibodies (Alexa Fluor Secondary Antibodies, Molecular Probes). After repeated washing with PBS, slides were mounted in glycerol/PBS (9/1) or Mowiol. Pictures were taken using a confocal microscope (Leica SP5-SMD, Germany). Confocal images are presented as maximal projections.

The following antibodies were used for immunochemistry: mouse anti-islet1 39.4D used for mouse and chick (diluted 1:100, Developmental Studies Hybridoma Bank); goat anti-TrkB (1/2000; R&D Systems, Cat# AF1494); goat anti-TrkC (1/1000; R&D Systems, Cat# AF1404); rabbit anti-TrkA (1/500; Millipore, Cat# 06-574); rabbit anti-parvalbumin antibody (1:500, Swant, Cat# PV 25); guinea pig anti-calcitonin gene-related peptide (CGRP) antibody (1:500, BMA Biomedicals, Cat# T-5053); rabbit anti-Nefh (Sigma, rabbit 1:1000, Cat# N4142), guinea pig anti-c-maf (generous gift of C. Birchmeier, MDC, 1/10,000), rabbit anti-TrpV1 (Sigma, Cat# V2764, 1:1000), mouse-anti-S100β (Sigma, Cat# S2532, 1:1000), rabbit anti-phospho-CREB (Cell Signaling, Cat# 87G3, 1/200, Germany); goat anti-Ret (R&D Systems, Cat# AF482, 1/100) and mouse or rabbit anti-Meis2 (Sigma-Aldrich, WH0004212M1 or Abcam ab244267, 1/500), and rat anti-CK8 (DSHB, TROMA-I, 1/100). The chick rabbit anti-TrkB and C antibodies were a generous gift from LF Reichardt, UCSF and have been previously reported.

### Whole-mount immunohistochemistry

Whole-mount immunohistochemistry of adult mice back hairy skin was performed as described elsewhere (Chang et al., 2014). Briefly, mice were euthanized by CO_2_ asphyxiation. The back skin was shaved and cleaned with commercial hair remover. The back skin was removed, carefully handled with curved forceps, and fixated in 4% PFA at 4°C for 20 min. The tissue was then washed with PBS containing 0.3% Triton X-100 (PBST) every 30 min for 3–5 hr and kept overnight in the washing solution. The next day, the skin was incubated for 5 d with primary antibodies diluted in PBST containing 5% donkey serum and 20% DMSO. The skin was washed the following day 8–10 times over a day before being incubated with secondary antibodies diluted in PBST containing 5% donkey serum and 20% DMSO. The skin was then washed every 30 min for 6–8 hr before being dehydrated in successive baths of 25, 50, 75, and 100% methanol. They were then incubated overnight in a 1:2 mixture of benzyl alcohol and benzyl benzoate before being mounted and sealed into chambers filled with the same medium.

### Hematoxylin–eosin staining

As previously described (Bouilloux et al., 2016), air-dried frozen sections were washed in water then stained with hematoxylin for 1 min at room temperature and washed extensively with water. After dehydration in PBS/alcohol (70%), slides were stained with eosin for 30 s at room temperature. After serial washing in water, sections were dehydrated in PBS solutions with increasing alcohol concentration (50, 75, 95, and 100%), mounted and observed with a microscope (Leica DMRB, Germany).

### RNA-sequencing and analysis

DRGs were dissected from E18.5 mouse embryos, collected in lysis buffer, and stored at –80°C until RNA extraction with RNeasy extraction kit (QIAGEN). After mRNA purification using the NEBNext Poly(A) mRNA Magnetic Isolation (NEB), libraries were prepared with the CORALL mRNA-Seq Library Prep Kits with UDIs (Lexogen) following the manufacturer’s recommendations. After a qPCR assay to determine the optimal PCR cycle number for endpoint PCR, 14 PCR cycles were completed to finalize the library preparation. Quantitation and quality assessment of each library were performed using Qubit 4.0 (HS DNA kit, Thermo Fisher) and 4150 Tapestation analyzer (D5000 ScreenTape kit, Agilent). Indexed libraries were sequenced in an equimolar manner on NextSeq 500 Illumina sequencer. Sequencing conditions were as follows: denatured libraries were loaded on a HighOutput flowcell kit v2 and sequenced in single-end 84 pb reads. Data were extracted and processed following Illumina recommendations. After a quality check of the fastq files with FastQC, UMI sequences were extracted with UMI tools (version 1.1.2) (Smith et al., 2017) default parameters followed by STAR alignment (version 2.7.10) (Dobin et al., 2013) on mm10 genome and removal of PCR duplicate with UMI tools, default parameters. Uniquely mapped sequences from the STAR output files (bam format) were then used for further analysis. HT-seq count (version 0.6) (Anders et al., 2015) was used to aggregate read count per gene followed by differential gene expression analysis with Limma voom on Galaxy (version 3.50.1) (Law et al., 2014). 

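The deposited table also holds the log2 fold changes, p-values and scores that the authors obtained from limma voom for each gene, in 18 columns. Of the genes meeting the criterion in the edgeR fits, 35 between mutant and WT, 79 between mutant and Isl1Cre/+ and 70 between Isl1Cre/+ and WT also meet it by these values of the authors. The authors' own adjusted p for Meis2 is 0.00218 relative to WT and 0.00508 relative to Isl1Cre/+, from limma.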

Data are available under the following accession codes: GSE223788. Only genes that exhibited more than 100 reads in any of the samples were kept in the analysis. 

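The deposited counts give 13188 genes with more than 100 counts in at least 1 library and 13200 with at least 100, the number used for the edgeR fits. Of all genes in the table, 33884 had any count, and 12090 had at least 100 counts in every library. With the stricter of these filters, 139 genes met the criterion between mutant and Isl1Cre/+ and 104 between Isl1Cre/+ and WT.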

Genes with more than 1.2-fold differential expression and p-value<0.05 were used for GO analysis (https://david.ncifcrf.gov) using the list of expressed genes in our experiment as background.

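Without the fold change requirement, 360 genes between mutant and Isl1Cre/+ met the criterion in the edgeR fits. With a fold change of at least 1.5 in its place, 7 genes remained of those meeting the criterion between mutant and WT, 138 between mutant and Isl1Cre/+ and 105 between Isl1Cre/+ and WT, all of them among the genes found at 1.2.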

### Mouse skin-nerve preparation and sensory afferent recordings

Cutaneous sensory fiber recordings were performed using the ex vivo skin-nerve preparation as previously described (Schwaller et al., 2021). Mice were euthanized by CO_2_ inhalation for 2–4 min followed by cervical dislocation. Three different preparations were performed in separate experiments using different paw regions: the saphenous nerve innervating the hairy hind paw skin; the tibial nerve innervating the glabrous hind paw skin; and the medial and ulnar nerves innervating the forepaw glabrous skin. In all preparations, the hairy skin of the limb was shaved and the skin and nerve were dissected free and transferred to the recording chamber, where muscle, bone, and tendon tissues were removed from the skin to improve recording quality. The recording chamber was perfused with a 32°C synthetic interstitial fluid: 123 mM NaCl, 3.5 mM KCl, 0.7 mM MgSO_4_, 1.7 mM NaH_2_PO_4_, 2.0 mM CaCl_2_, 9.5 mM sodium gluconate, 5.5 mM glucose, 7.5 mM sucrose, and 10 mM 4-(2-hydroxyethyl)-1-piperazine-ethanesulfonic acid (HEPES), pH 7.4. The skin was pinned out and stretched, such that the outside of the skin could be stimulated using stimulator probes. The peripheral nerve was fed through an adjacent chamber in mineral oil, where fine filaments were teased from the nerve and placed on a silver-wire recording electrode.

The receptive fields of individual mechanoreceptors were identified by mechanically probing the surface of the skin with a blunt glass rod or blunt forceps. Analog output from a Neurolog amplifier was filtered and digitized using the Powerlab 4/30 system and Labchart 7.1 software (AD Instruments). Spike-histogram extension for Labchart 7.1 was used to sort spikes of individual units. Electrical stimuli (1 Hz, square pulses of 50–500 ms) were delivered to single-unit receptive fields to measure conduction velocity and enable classification as C-fibers (velocity < 1.2  m s^−1^), Aδ-fibers (1.2–10  m s^−1^), or Aβ-fibers (>10  m s^−1^). Mechanical stimulation of the receptive fields of neurons was performed using a piezo actuator (Physik Instrumente, Cat# P-841.60) and a double-ended Nanomotor (Kleindiek Nanotechnik, Cat# MM-NM3108) connected to a force measurement device (Kleindiek Nanotechnik, Cat# PL-FMS-LS). Calibrated force measurements were acquired simultaneously using the Powerlab system and Labchart software during the experiment.

As different fiber types have different stimulus-tuning properties, different mechanical stimuli protocols were used based on the unit type. Low-threshold Aβ-fibers (RAMs and SAMs) and Aδ-fiber D-hairs were stimulated with the piezo actuator with three vibration stimuli (5 Hz, 25 Hz, and 50 Hz, distortions introduced by the in-series force sensor precluded using frequencies >50 Hz) with increasing amplitude over six steps (peak-to-peak amplitudes of ~6–65 mN; 20 cycles per step), and a dynamic stimulus sequence with four ramp-and-hold waveforms with varying probe deflection velocities (3 s duration; 0.075, 0.15, 0.45, and 1.5 mm s^−1^; average amplitude 100 mN). Aβ-fiber SAMs and RAMs were classified by the presence or absence of firing during the static phase of a ramp-and-hold stimulus, respectively, as previously described. Single units were additionally stimulated with a series of five static mechanical stimuli with ramp-and-hold waveforms of increasing amplitude (3 s duration; ranging from ~10 mN to 260 mN). Low-threshold SAMs, high-threshold Aδ-fibers, and C-fibers were also stimulated using the nanomotor with five ramp-and-hold stimuli with increasing amplitudes.

### Behavioral assays

#### Von Frey paw withdrawal test

Mice were placed on an elevated wire mesh grid into PVC chambers. Before the test, mice were habituated to the device for 1 hr for two consecutive days. On the testing day, mice were placed in the chamber 1 hr before Von Frey filaments application. The test was performed as previously described (Neubarth et al., 2020). During the test, withdrawal response following Von Frey filament application on the palm of the left hind paw was measured. Starting with the lowest force, each filament ranging from 0.008 g to 1.4 g was applied 10 times in a row with a break of 30 s following the fifth application. During each application, bend filament was maintained for 4–5 s. The number of paw withdrawals for each filament was counted.

#### Hot plate test

Before starting the test, mice were habituated to the experimentation room for at least 5 min. Mice were individually placed on the hot plate set up at 53°C and removed at the first signs of aversive behavior (paw licking or shaking). The time to this first stimulus was recorded. A 30 s cutoff was applied to avoid skin damage. After 5 min recovery in their home cage, the test was repeated three times for each mouse and averaged. Data are shown as the average of these three measurements.

#### Sticky tape test

A 2 cm^2^ of laboratory tape was placed on the upper-back skin of mice just before they were placed on an elevated wire mesh grid into PVC chambers. The number of tape-directed reactions was then counted during 5 min. Considered responses were body shaking like a ‘wet dog’, hindlimb scratching directed to the tape, trying to reach the tape with the snout and grooming of the neck with forepaws.

#### Dynamic touch test

Mice were placed in the same conditions as described above for the Von Frey paw withdrawal test. Sensitivity to dynamic touch was performed by stroking hind paws with a tapered cotton swab in a heel-to-toe direction. The stimulation was repeated 10 times by alternating left and right hind paws and the number of paw withdrawals was counted.

#### Gait analysis

Gait was analyzed using the Catwalk system (Noldus Information Technology, the Netherlands) in a dark room with minimized light emission from the computer screen. Mice were allowed to voluntarily cross a 100-cm-long, 5-cm-wide walkway with a glass platform illuminated by green fluorescent light. An illuminated image is produced when a mouse paw touches the glass floor through dispersion of the green light, and footprints were captured by a high-speed camera placed under the glass floor. Data were analyzed using the CatWalk XT 10.1 software. For each mouse, several recordings were performed until at least three runs met the criteria defined by a minimum of three consecutive complete step cycles of all four paws without stopping or hesitation and within the range of 25–50 cm s^–1^. Data are reported as the average of at least three runs per mouse.

#### Materials availability

Probes generated for ISH are available upon request to the corresponding author. Meis2^LoxP/LoxP^ mice strain is available upon request to the corresponding author by signing a material transfer agreement (MTA). Sequencing data are available under the following accession code: GSE223788.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE223788. The following dataset was generated: TartourK CarrollP PadmanabhanK MarmigèreF 2024Touch receptor end-organ innervation and function requires sensory expression of the transcription factor Meis2NCBI Gene Expression OmnibusGSE22378810.7554/eLife.89287PMC1094261738386003

# Supplementary material for: Touch receptor end-organ innervation and function require sensory neuron expression of the transcription factor Meis2
**Source:** eLife. 2024 Feb 22;12:RP89287. doi: 10.7554/eLife.89287
**Supplement:** Figure 1—source data 1. — Table recapitulating different Catwalk two-paw analysis parameters in 3-month-old female mice. Several recordings were performed for each mouse. Only sequences when mice showed a constant and straight locomotion with an average speed between 25 and 55 cm s-1 were selected for analysis. Student’s t-test analysis showed no significant differences for any of the parameters.

Figure 1 Supplementary Table 1 : Cat walk analysis

|  | WT (n=6) | | Ilset1^Cre/+^Meis2^LoxP/LoxP^ (n=7) | | *t-test* | *t-test* |
| --- | --- | --- | --- | --- | --- | --- |
| Limb | Forelimb | Hindlimb | Forelimb | Hindlimb | *Forelimb* | *Hindlimb* |
| Average speed (cm.s^-1^) | 39.49±4.42 | | 39.44±3.72 | |  |  |
| Stand (s) | 0,112±0,017 | 0,103±0,018 | 0,104±0,015 | 0,098±0,014 | *0,680* | *0,836* |
| Stand Index | -9,736±1,967 | -18,143±2,613 | -9,972±0,509 | -18,352±0,742 | *0,863* | *0,788* |
| Max Contact At (%) | 35,6±1,7 | 30,1±1,3 | 39,3±2,4 | 30,1±2,6 | *0,227* | *0,828* |
| Max Contact Area (cm²) | 0,352±0,031 | 0,352±0,011 | 0,364±0,026 | 0,370±0,028 | *0,937* | *0,397* |
| Max Contact Max Intensity | 218,0±0,6 | 226,1±0,5 | 219,0±1,2 | 226,7±1,6 | *0,842* | *0,865* |
| Max Contact Mean Intensity | 156,9±0,5 | 164,0±0,6 | 156,2±0,8 | 163,8±2,6 | *0,382* | *0,821* |
| Print Length (cm) | 0,962±0,033 | 0,857±0,018 | 1,002±0,044 | 0,971±0,054 | *0,670* | *0,060* |
| Print Width (cm) | 0,763±0,023 | 0,744±0,019 | 0,763±0,017 | 0,757±0,026 | *0,965* | *0,622* |
| Print Area (cm²) | 0,440±0,033 | 0,398±0,013 | 0,468±0,035 | 0,441±0,039 | *0,710* | *0,235* |
| Max Intensity At (%) | 17,0±2,9 | 65,2±2,8 | 23,0±1,1 | 67,8±4,2 | *0,226* | *0,603* |
| Max Intensity | 225,8±1,4 | 237,2±1,0 | 229,5±2,0 | 238,1±1,7 | *0,136* | *0,858* |
| Min Intensity | 103,0±0,9 | 105,4±1,0 | 105,0±0,8 | 107,0±1,2 | *0,139* | *0,241* |
| Mean Intensity | 165,8±1,1 | 173,6±1,3 | 166,0±1,5 | 172,9±2,9 | *0,755* | *0,929* |
| Swing (s) | 0,102±0,009 | 0,115±0,009 | 0,098±0,004 | 0,106±0,003 | *0,744* | *0,528* |
| Swing Speed (cm/s) | 81,0±8,3 | 71,7±7,7 | 89,2±5,0 | 81,9±5,0 | *0,632* | *0,473* |
| Stride Length (cm) | 7,79±0,41 | 7,80±0,38 | 8,45±0,40 | 8,45±0,41 | *0,435* | *0,439* |
| Step Cycle (s) | 0,213±0,026 | 0,214±0,027 | 0,194±0,007 | 0,195±0,007 | *0,661* | *0,662* |
| Duty Cycle (%) | 50,96±1,96 | 44,74±2,23 | 49,54±1,32 | 45,20±0,94 | *0,764* | *0,717* |
| Toe Spread (cm) | 0,558±0,029 | 0,632±0,017 | 0,507±0,023 | 0,626±0,032 | *0,198* | *0,924* |
| Intermediate Toe Spread (cm) | 0,430±0,050 | 0,398±0,020 | 0,550±0,013 | 0,415±0,023 | *0,114* | *0,995* |
| Manual Print Length (cm) | 0,822±0,034 | 0,729±0,026 | 0,845±0,045 | 0,832±0,055 | *0,888* | *0,093* |
| Paw Angle Body Axis (°) | 3,574±2,155 | 7,471±1,720 | 1,140±0,109 | 7,274±2,076 | *0,399* | *0,727* |
| Paw Angle Movement Vector | 5,182±2,341 | 4,920±1,221 | 5,016±1,147 | 3,735±1,587 | *0,991* | *0,960* |
| Single Stance (s) | 0,095±0,012 | 0,093±0,014 | 0,090±0,003 | 0,088±0,003 | *0,818* | *0,967* |
| Initial Dual Stance (s) | 0,008±0,003 | 0,005±0,003 | 0,004±0,001 | 0,00±0,001 | *0,372* | *0,365* |
| Terminal Dual Stance (s) | 0,009±0,003 | 0,006±0,003 | 0,004±0,001 | 0,002±0,001 | *0,279* | *0,317* |
| Body Speed (cm/s) | 36,275±5,619 | 35,296±5,597 | 39,803±2,571 | 38,306±2,252 | *0,787* | *0,820* |
| Body Speed Variation (%) | 19,484±2,633 | 19,599±2,386 | 18,686±2,399 | 20,481±2,643 | *0,935* | *0,548* |

# Supplementary material for: Touch receptor end-organ innervation and function require sensory neuron expression of the transcription factor Meis2
**Source:** eLife. 2024 Feb 22;12:RP89287. doi: 10.7554/eLife.89287
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend                                                      | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | A dedicated section on materials availability has been added at the end of the "Materials and methods" |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                                                            | N/A |
|-----------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | All commercial antibodies used in the study are detailed in the "Material and Methods" section including the |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                                             | N/A |
|---------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Primers used for cloning and genotyping are described in the "Materials and Methods" section. |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                   | N/A |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b>                                    | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Laboratory animals and Model organisms are detailed in the "Materials and Methods" section.: |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                              | <b>N/A</b> |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | <b>N/A</b> |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | <b>N/A</b> |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | <b>N/A</b> |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | <b>N/A</b> |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           | <b>N/A</b> |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               | Not done                                                                                                  |     |
| Randomisation                                                           |                                                                                                           | N/A |
| Blinding                                                                | Not done                                                                                                  |     |
| Inclusion/exclusion criteria                                            | Not done                                                                                                  |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                    | N/A |
|------------------------------------------------------------------------|-------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | All experiments have been repeated at least 3 time independently. |     |
| Define whether data describe technical or biological replicates.       | Describe biological replicates                                    |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form                  | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                   | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | This information is given in the "Materials and Methods" section. |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                   | N/A |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | N/A |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend    | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | No exclusion criteria were pre-established nor used. |     |

| Statistics                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------|---------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | nd. They have been                                |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form                 | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | The information is provided in the "Materials and Methods" section. |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | The information is provided in the "Materials and Methods" section. |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                                     | N/A |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                   | N/A |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | N/A |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

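RNA was measured by sequencing in DRGs of E18.5 mouse embryos, in 9 libraries of 3 genotypes with 3 libraries each: WT, Isl1Cre/+ and Isl1Cre/+::Meis2LoxP/LoxP (mutant). The genotype of each library was taken from its label, and the libraries of a genotype were treated as independent replicates. The numbers of the replicates were not used in the main fits to pair libraries of different genotypes, since the study gives no litter or batch for them.

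The authors made the deposited counts by selecting poly(A) RNA, preparing libraries with unique molecular identifiers, aligning single-end reads to mm10 with STAR, removing duplicates with UMI-tools and counting uniquely mapped reads per gene with HTSeq-count. The annotation release and the strand option of this counting are not stated in the methods. The deposited log2 fold changes and the mean expression on the log2 scale are those the authors obtained with limma voom, in a fit of its own for each pair of genotypes. The deposited p-values, unadjusted and Benjamini-Hochberg adjusted, come from the same limma fits of the authors. The deposited scores are the moderated statistic and the log odds of differential expression from these fits of the authors. They hold a value for every gene of the table, genes without any count included.

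The libraries held between 23854607 and 29103444 counts, after removal of duplicates by the authors. Between libraries of the same genotype, the variance averaged over the tested genes was 12.6 to 129 times that of counting error (chi-square per degree of freedom), so for abundant genes the spread between libraries rather than the depth limits the precision. Gene identifiers were matched to GENCODE release M21 on GRCm38, the assembly also called mm10, with 54855 identical in identifier and version and 55154 in identifier. In the table, 15 symbols had been turned into dates and all 15 were named again from this annotation. Positions, exons and overlaps of genes come from the same annotation. Of 103 symbols used more than once, 2 were among the genes tested, and these were kept as separate genes.

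Genes with at least 100 counts in at least 1 of the 9 libraries were tested (13200). Counts were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3, each pair of genotypes alone, and tested with the two-sided quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. The study's criterion, a fold change of at least 1.2 and an unadjusted p under 0.05, was applied to these fits, and an adjusted p under 0.05 was counted beside it. Standard errors of these fits are the absolute log2 fold change divided by the square root of the test's F statistic. The 3 mutant libraries were also compared with all 6 control libraries. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over lists and comparisons, for every list with at least 3 tested genes. The lists covered protocadherins, their alpha, beta and gamma clusters and those outside them, cadherins, nicotinic, muscarinic, GABA(A) and glutamate receptors, haemoglobin chains and erythroid cells, cartilage, bone, skeletal muscle, spinal interneurons, motor neurons, glia of the central nervous system, sympathetic neurons, macrophages, mast cells, endothelial cells, Schwann and satellite glial cells, fibroblasts, dividing cells, mechanoreceptor and proprioceptor markers, nociceptor markers, TALE homeodomain genes, X inactivation and Y-linked genes. Genes named in the text are those the study names for its RNAseq, in each comparison the 5 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 whose libraries separate the groups, the genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and Meis1, Meis3 and Pbx3. Some genes under this rule are not reported here. The most abundant genes of a list, further genes shared by both comparisons of the mutant, n-R5-8s1 and genes called under single alternatives were named after their values were seen.

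The groups, tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined. These alternatives were DESeq2's size factors in edgeR, library size only, no filter on low counts, at least 100 counts in every library, the Wald test of DESeq2 1.42.0, limma voom with 2 groups per fit, all 3 groups in 1 fit, robust quasi-likelihood, limma voom with sample quality weights, the replicate number as a block, each library left out in turn, no fold change requirement or one of 1.5, fry and an estimated correlation for lists, and the protocadherin list without the genes of Fig. 3C. After seeing the data, 2 were added: the presence of Y-linked counts as a covariate, and limma voom on all genes with the filter applied after the fit, for which the robust setting was chosen among 4 by comparison with the authors' deposited p-values. The data were also split into other groups of the same sizes, and genotypes without any difference were simulated to count the genes that comparisons share through common libraries.

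The procedure was tested on simulated data with the depth and the variance of these libraries, where 200 of 13200 genes were changed. At an adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment recovered 174 of them with 22 false calls, and 4.62% of the unchanged genes had an unadjusted p under 0.05. Limma voom recovered 172 with 22 false calls and DESeq2 187 with 57 false calls. The limit of 30 false calls had been set for every tool and was kept for edgeR alone after DESeq2 exceeded it, and DESeq2's calls are reported only as an alternative. With the variance divided by 4, edgeR recovered 198 with 17 false calls. Every simulated change was larger than 0.40, the median absolute log2 fold change of the genes meeting the criterion between mutant and WT. Genes were drawn independently, and the real comparison of mutant and WT had only 0.371% of genes at an unadjusted p under 0.05 from the edgeR test. The recovery therefore does not give the power for changes as small as those in these libraries.

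The authors' deposited fold changes and p-values were used for comparison only. The study's source table for Fig. 3 was held in part (1678 genes, all with the deposited counts), and the other 11521 genes of it were not used here. DAVID was not run again, since its annotation is not used here, and the study's terms were followed through their genes. Images, recordings and the other experiments of the study were not analysed here. Plots were drawn with matplotlib 3.10.9 and pandas 2.3.3.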

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

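The tests below on muscle attached to the ganglia, on a lower share of neurons and glia, on normalization and on blood were chosen only after the result was seen. The lists of marker genes were written without knowledge of the values, to look for RNA of tissues that the paper does not analyse, and a list is reported here because it was higher in mutant libraries than in a control genotype with an adjusted camera p under 0.05. Of 100 splits of the 9 libraries into 3 groups of 3, the real one included, 21 gave at least as many list calls as the real groups, which gave 34, and the 99 splits other than the real one gave a median of 26 and up to 45. Such calls therefore arise from grouping these libraries in other ways too, and 0 of the 78 list tests passed an adjusted p of 0.05 with fry.

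Genes of skeletal muscle were higher in the mutant, with a median log2 fold change of 0.85 relative to WT and 2.96 relative to Isl1Cre/+ (adjusted p = 0.000247 and 1.24e-30 from limma's camera test with Benjamini-Hochberg adjustment), and were lower in Isl1Cre/+ than in WT, at -2.04. All 15 genes of the list were tested, 8 of them had at least 100 counts in every library, and 0 were in another list or named by the study. Acta1 and Myl1, the most abundant, had 4212, 1408 and 10508 and 2247, 740 and 3941 counts in the WT libraries, 1209, 2313 and 735 and 518, 1027 and 196 in Isl1Cre/+, and 1662, 21601 and 6097 and 835, 8537 and 2585 in the mutant. Without mutant library 2, the median relative to WT turned to -0.57 and that relative to Isl1Cre/+ fell to 1.57, and without WT library 3 the median relative to WT was 1.51 and that in Isl1Cre/+ relative to WT -1.32. With Y-linked counts as a covariate, which was added after seeing the data, the median relative to WT turned to -0.26 and that relative to Isl1Cre/+ was 3.45, so a higher level than in WT does not hold across alternatives. Normalization as the cause is argued against by the scaling alternatives, under which the median relative to Isl1Cre/+ was at least 2.95. A lower share of neurons and glia in the mutant would raise lists of other cells like muscle, and these lists do not decide it. Relative to Isl1Cre/+, the endothelial median was -0.15, but -0.039 without Isl1Cre/+ library 1. The medians were 0.071 for fibroblasts, 0.016 for dividing cells and 0.43 for macrophages. Skeletal muscle attached to the ganglia may be the source, since 15 of the 15 genes were highest in one and the same library, mutant library 2, and the amount varied within each genotype. An effect of the genotypes on muscle tissue near the ganglia stays open and was not tested.

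Haemoglobin chains had median log2 fold changes of 0.68 relative to WT and 2.07 relative to Isl1Cre/+, and erythroid genes other than haemoglobin 0.78 and 2.03 (adjusted p = 3.44e-06, 9.32e-20, 0.000248 and 2.05e-12 in this order from limma's camera test with Benjamini-Hochberg adjustment), with -1.36 and -1.27 in Isl1Cre/+ relative to WT. Of 12 haemoglobin and 10 erythroid genes listed, 4 and 3 were tested, 4 and 1 had at least 100 counts in every library, and 0 were in another list or named by the study. Alas2, the most abundant erythroid gene, had 1350, 700 and 1008 counts in WT, 322, 730 and 239 in Isl1Cre/+ and 797, 2677 and 1573 in mutant libraries. Without mutant library 2, the medians relative to WT fell to 0.17 for haemoglobin and 0.11 for erythroid genes, and the erythroid median relative to Isl1Cre/+ fell to 1.34. Without WT library 1, the erythroid median in Isl1Cre/+ relative to WT was -0.84. With Y-linked counts as a covariate, which was added after seeing the data, the medians relative to WT were 0.34 for haemoglobin and 0.42 for erythroid genes. Blood left in the ganglia is a candidate explanation, as 3 of the 3 erythroid genes were highest in the library where haemoglobin was highest. A change of blood supply or of red cells with genotype was not tested and stays open, and these values do not separate it from differences in dissection.

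Cartilage genes had a median log2 fold change of 0.48 relative to Isl1Cre/+, with 9 of 9 higher (adjusted p = 5.59e-07 from limma's camera test with Benjamini-Hochberg adjustment). Relative to WT it was -0.041, and this was -0.27 without WT library 2 and turned to 0.15 without WT library 1, and with Y-linked counts as a covariate, added after seeing the data, it was -0.19. Of the 14 genes listed, 9 were tested and 5 had at least 100 counts in every library, and 0 were in another list or named by the study. Col2a1, the most abundant, had 2019, 1073 and 2145 counts in WT, 1279, 1577 and 979 in Isl1Cre/+ and 1137, 1631 and 2019 in mutant libraries. The highest values of 5 of the 9 genes were in WT library 1. Neither tissue attached to the ganglia nor a biological difference was tested for this list.

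Macrophage genes had a median log2 fold change of 0.43 relative to Isl1Cre/+, with 12 of 12 higher (adjusted p = 2.88e-07 from limma's camera test with Benjamini-Hochberg adjustment), and 0.11 relative to WT. Without mutant library 2, in which all 12 tested genes were highest, the median relative to Isl1Cre/+ fell to 0.085 and that relative to WT turned to -0.20. With Y-linked counts as a covariate, added after seeing the data, these were 0.66 and -0.088. Of 13 genes listed, 8 had at least 100 counts in every library, and 0 were in another list or named by the study. Mrc1 and Csf1r, among the most abundant, had 771, 738 and 847 and 434, 452 and 515 counts in WT, 921, 628 and 530 and 577, 408 and 378 in Isl1Cre/+, and 485, 1738 and 723 and 314, 591 and 468 in mutant libraries. No technical or biological explanation was tested for this list.

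Endothelial genes had a median log2 fold change of 0.093 relative to WT, with 9 of 11 higher (adjusted p = 0.00948 from limma's camera test with Benjamini-Hochberg adjustment), while 11 of 11 were lower relative to Isl1Cre/+. Without WT library 1 the median relative to WT was 0.020, without mutant library 1 it was 0.18, and with Y-linked counts as a covariate, which was added after seeing the data, it was 0.0089. Relative to Isl1Cre/+, it was -0.32 without mutant library 2, -0.039 without Isl1Cre/+ library 1 and -0.051 with the covariate. Of the 11 genes, 10 had at least 100 counts in every library, so that DRG libraries of all genotypes contain them, 1 (Cdh5) was also in the cadherin list and 0 were named by the study. Cdh5 and Pecam1 had 4002, 3372 and 3612 and 1335, 1972 and 1841 counts in WT, and 2499, 4480 and 3109 and 1499, 2068 and 1671 in the mutant. No technical or biological explanation was tested for this difference.

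Genes of sympathetic neurons, with Th, Chrna3 and Chrnb4 left out, had a median log2 fold change of 2.88 relative to Isl1Cre/+ over 3 tested genes, of which 2 were higher (adjusted p = 0.0179 from limma's camera test with Benjamini-Hochberg adjustment). Relative to WT the median was -1.26, and in Isl1Cre/+ relative to WT it was -4.21. Without WT library 2 the former turned to 0.037 and the latter was -2.55, and without mutant library 3 the former was -2.36. Of the 11 genes listed, 0 had at least 100 counts in every library, and 0 were in another list or named by the study. Slc18a2, the most abundant in most libraries, had 65, 109 and 131 counts in WT, 114, 109 and 110 in Isl1Cre/+ and 90, 88 and 99 in mutant libraries. Dbh had 10, 138 and 42 counts in WT, 0, 10 and 0 in Isl1Cre/+ and 10, 13 and 48 in mutant libraries, and Slc6a2 5, 166 and 35, 1, 8 and 1, and 2, 7 and 58. Without mutant library 3 the median relative to Isl1Cre/+ fell to 0.52 and without Isl1Cre/+ library 2 it was 4.52. Pieces of sympathetic ganglia in single libraries were not tested as a source for this list, nor was a biological difference.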

How the results depend on the processing

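The alternatives with Y-linked counts as a covariate and with limma voom on all genes and the filter after the fit, and no other tests here, were chosen only after the result was seen. The number of genes meeting the study's criterion stayed within 1.5 times its value in 13 of 20 alternatives in each of the 3 comparisons, and the number shared in the same direction by both comparisons of the mutant in 13 of 23. The number with an adjusted p under 0.05 was within that range in 12 of 18 for mutant and WT, 14 of 18 for mutant and Isl1Cre/+ and 14 of 18 for Isl1Cre/+ and WT. In the fit of the mutant against all controls it was 1 in all 20. Meis2 stayed on the same side of the threshold and in the same direction in 12, 16 and 17 of 18, Isl1 in 18, 11 and 18 of 18, and the protocadherin list in 12, 17 and 14 of 19.

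Without a filter on low counts, which tests more genes, 408, 1028 and 845 genes met the criterion between mutant and WT, mutant and Isl1Cre/+ and Isl1Cre/+ and WT. These included 36, 214 and 180 of those found with the filter, and 112 genes met it in both comparisons of the mutant, 104 of them in the same direction. Without the filter, 2 genes had an adjusted p under 0.05 between mutant and Isl1Cre/+ (Tuba1c and Meis2) and 4 between Isl1Cre/+ and WT (Slc32a1, Sst, Slc6a5 and Lamp5). With at least 100 counts in every library, which tests fewer genes, the numbers for the comparisons with Isl1Cre/+ were 139 and 104, and 7 genes were shared. With limma voom and sample quality weights, 228 and 361 genes met the criterion between mutant and WT and between Isl1Cre/+ and WT, and 45 were shared. With limma voom on all genes they were 107 between mutant and Isl1Cre/+ and 95 between Isl1Cre/+ and WT. With Y-linked counts as a covariate, 400 met it between mutant and Isl1Cre/+. A required fold change of 1.5 left 7, 138 and 105 genes and 3 shared genes, and no such requirement gave 360 between mutant and Isl1Cre/+, as these choices remove or add genes by construction. For the weights, limma on all genes and the covariate the cause was not tested. Of the genes meeting the criterion between mutant and Isl1Cre/+, 84.2% were higher in the mutant with TMM, 85.4% with DESeq2's size factors, 75.8% with library size only and 57.0% with limma voom on all genes.

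DESeq2's Wald test, which made more false calls in simulated data, gave 10 genes with an adjusted p under 0.05 between mutant and Isl1Cre/+ and 1 (Kdm5d) between Isl1Cre/+ and WT. With Y-linked counts as a covariate, 0 genes had one between mutant and WT. The log2 fold change of Meis2 relative to WT was then fitted with 1 degree of freedom less and stayed at -1.3 with an adjusted p of 0.0521 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, within a range of 3.79e-40 to 0.195 over its alternatives. Between Isl1Cre/+ and WT it turned from -0.090 to 0.0032 under this covariate. The log2 fold change of Isl1 between mutant and Isl1Cre/+, 0.013, changed sign to -0.015 with library size only, -0.0037 without a filter, -0.024 with quality weights, -0.099 with the covariate and -0.0055 with limma on all genes, all smaller than or near its standard error of 0.113. The cause was not tested.

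The replicate number as a block gave 0 genes with an adjusted p under 0.05 between mutant and WT, 0 between mutant and Isl1Cre/+ and 4 between Isl1Cre/+ and WT, the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty, while 31, 177 and 236 genes met the criterion and 7 were shared. Meis2 had log2 fold changes of -1.33 and -1.22 with the block (adjusted p = 0.189 and 0.102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as the block leaves fewer degrees of freedom at an almost equal effect. Libraries of the same number were not more alike than others, with correlations of their deviations from -0.595 to 0.389. These values give no sign that the numbers pair the libraries, but the pairs are too few to exclude it.

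For the protocadherin list, the camera p relative to WT was 0.0258 with quality weights. Relative to Isl1Cre/+ the p was 0.150 with fry and 0.125 with an estimated correlation. Between Isl1Cre/+ and WT it was 0.202 with quality weights, 0.104 with the covariate, 0.289 with fry and 0.185 with an estimated correlation. The cause was not tested, apart from the allowance that fry and the estimated correlation make for correlation between genes.

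Leaving out each library in turn, with fewer samples per fit, gave from 40 (without WT library 2) to 132 (without WT library 1) genes meeting the criterion between mutant and WT, from 167 (without Isl1Cre/+ library 1 or 3) to 407 (without mutant library 1) between mutant and Isl1Cre/+, and from 102 (without Isl1Cre/+ library 3) to 340 (without WT library 1) between Isl1Cre/+ and WT. Shared genes numbered from 6 (without WT library 3) to 51 (without mutant library 1). Genes with an adjusted p under 0.05 numbered from 0 to 1 in each comparison of the mutant, with 0 relative to WT without WT library 2 or any of the 3 mutant libraries and 0 relative to Isl1Cre/+ without mutant library 3, and from 0 to 5 (without WT library 3) between Isl1Cre/+ and WT. Meis2 had log2 fold changes from -1.38 to -1.28 relative to WT, with adjusted p from 0.0101 to 0.195, and from -1.27 to -1.18 relative to Isl1Cre/+, with adjusted p from 0.00407 to 0.0569, so its direction held while its call did not in each fit. Isl1 ran from -0.10 to 0.087 between mutant and Isl1Cre/+. The camera p of the protocadherin list ran from 0.000315 (without WT library 1) to 0.919 (without WT library 3) relative to WT, with the direction reversed without WT library 2, WT library 3 or mutant library 2, from 2.43e-10 to 0.0401 (without mutant library 2) relative to Isl1Cre/+, and from 3.17e-09 to 0.264 (without WT library 1) between Isl1Cre/+ and WT.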

Differences from the paper's values

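No tests in this part were made to explain a difference, and the settings with limma voom on all genes and with a rounded cutoff were chosen only after the result was seen. Between mutant and Isl1Cre/+ the paper gives 107 differentially expressed genes, against 221 in the edgeR fits. Of 18 alternatives set before the data were examined, 3 came within 1.5 times the paper's value: at least 100 counts in every library, limma voom with 2 groups per fit and a fold change of 1.5. The other 15 did not, and all 18 lay between 138 and 1028. For Isl1Cre/+ and WT the paper gives 109, against 185. Of 18 alternatives, 7 came within 1.5 times: library size only, at least 100 counts in every library, limma voom with 2 groups per fit, all 3 groups in 1 fit, leaving out Isl1Cre/+ library 1 or 3, and a fold change of 1.5, and all 18 lay between 102 and 845.

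For genes in either comparison of the mutant the paper gives 140, against 251. Of 21 alternatives, 7 came within 1.5 times: at least 100 counts in every library, limma voom with 2 groups per fit, robust quasi-likelihood, the replicate number as a block, leaving out Isl1Cre/+ library 1 or 3, and a fold change of 1.5. Their range was 142 to 1324. Both comparisons with Isl1Cre/+ share about 20 genes in Fig. 3A, read by eye, against 105, and 0 of 21 alternatives came within 1.5 times, with a range of 33 to 382.

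Limma voom on all genes with the filter after the fit, chosen after seeing the values, gave 43, 107 and 95 genes for the 3 comparisons, 10 shared by both comparisons of the mutant, 140 in either and 19 in both comparisons with Isl1Cre/+. The authors' deposited fold changes and p-values, with at least 100 counts in 1 library, give 43, 105 and 96 genes, 9 shared ones and 139 in either. With the log2 cutoff rounded to 0.26 and without Meis2 and Isl1, a choice made after seeing the values, they give 43, 107, 98, 10 and 140.

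The paper's minus log10 of the unadjusted p of Meis2 is about 5.7 relative to WT and about 5.3 relative to Isl1Cre/+ in Figure 3—figure supplement 1, read by eye, against 6.23 and 6.79 in the edgeR fits. Leaving out WT library 3 for the comparison with WT and leaving out mutant library 3 for the comparison with Isl1Cre/+ came within 1.5 times on the scale of p, 1 of 16 alternatives each, and the others did not, with ranges of 4.83 to 43.5 and 5.11 to 50.7. The authors' deposited unadjusted p-values of Meis2, from limma, are 2.16e-06 and 4.71e-06, near those read from the figure. For Isl1, the paper's unadjusted p is about 0.030 between Isl1Cre/+ and WT and about 0.029 between mutant and WT in the same supplement, read by eye, against 0.00593 and 0.00756 from edgeR's quasi-likelihood test. Of 16 alternatives, leaving out WT library 2, WT library 3 or Isl1Cre/+ library 1 came within 1.5 times in the former case, and in the latter the replicate number as a block and leaving out WT library 2, WT library 3, mutant library 2 or mutant library 3. The others did not, and the authors' deposited p-values are 0.0299 and 0.0395.

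Among the genes the paper lists as shared by both comparisons of the mutant, Adgrg3, Gm20163, Mrps28 and Hes5 did not meet the criterion in each in the edgeR fits. Adgrg3, with log2 fold changes between -0.32 and -0.25 like Gm20163, met it in either comparison only with limma voom on all genes, chosen after seeing the values. Gm20163 met it relative to WT with all 3 groups in 1 fit and with quality weights, and in both comparisons with limma voom on all genes, chosen after seeing the values. Mrps28, at 0.25 relative to WT, met it with DESeq2's size factors, with quality weights and with limma voom on all genes, chosen after seeing the values. Hes5, at 0.24 relative to WT, met it in 0 of 21 settings. Its deposited log2 fold change relative to WT is 0.261, with an unadjusted p of 0.0320 from the authors' limma fit. By the deposited values it meets the criterion with the log2 cutoff rounded to 0.26, a choice made after seeing the values.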

Other observations

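The tests here on shared Isl1Cre/+ libraries, on other splits for the genes that both comparisons with Isl1Cre/+ share, on sex, on pooled embryos, on sex and the gamma protocadherins and on ribosomal RNA were chosen only after the result was seen. The 6 libraries of each comparison can be split into 3 and 3 in 10 ways, which cannot show a share under 0.1. For mutant and WT, all 10 splits gave at least as many genes meeting the criterion as the real one, which gave 42 where the others gave 65 to 923, and 3 gave as many with an adjusted p under 0.05. For mutant and Isl1Cre/+ 5 and 1 of the 10 did so, and for Isl1Cre/+ and WT 7 and 10. The protocadherin list had as small a camera p in 5, 2 and 2 of the 10 splits. In each comparison, other splits gave as many genes meeting the criterion and as small a p for this list. These values therefore do not separate the genotypes from other groupings of the libraries. The same holds for genes with an adjusted p under 0.05, except between mutant and Isl1Cre/+. There only the real split gave 1, and 10 splits are too few to separate this from a chance split. With 3 mutant and 6 control libraries, 84 splits exist, of which 6 gave as many genes with an adjusted p under 0.05 as the real one with 1 gene, and 64 as many genes meeting the criterion. The split of WT 1, Isl1Cre/+ 1 and mutant 2 against the rest gave 1011 with an adjusted p under 0.05. Mitochondrial genes took 8.58% of the counts in WT 1, 7.19% in mutant 1 and 5.37% in mutant 2, against 3.04% to 3.99% in the other 6. Of 100 splits of the 9 libraries into 3 groups of 3, the real one included, 83 gave as many genes shared by both comparisons of the first group, and the 99 other than the real one gave a median of 39.

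Between mutant and WT, 49 genes had an unadjusted p under 0.05, fewer than the 5% expected from chance, and all 9 other splits gave more, between 87 and 1272. Variation between libraries of one genotype, beyond that between genotypes, may explain the small number. In that case the edgeR test has little power for genes that change less than these libraries vary, and a low number of genes does not show that few genes changed.

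In 100 simulations without differences between genotypes, 51 gave at least as many genes shared by both comparisons of the mutant as the 12 observed, from lists of the observed sizes. The mutant libraries used in both comparisons may therefore account for a number of this size. For both comparisons with Isl1Cre/+, the most genes shared in opposite directions in any of the 100 simulations was 46 at these list sizes, against 105 observed. Without fixing the list sizes, simulated comparisons held a median of 551 genes and shared a median of 114. The simulation draws each gene independently, while many of these genes vary together, so 46 is no upper limit and an effect of genotype cannot be told apart from shared Isl1Cre/+ libraries by it. Of the 100 splits of the 9 libraries, the real one included, 20 gave at least 105 genes shared in opposite directions through a common group, and the 99 splits other than the real one gave a median of 26 and up to 357. With lists shortened or extended to the observed sizes, 1 split, the real one, gave as many, and the other 99 gave up to 95. The number observed was 33 without Isl1Cre/+ library 3, 52 without Isl1Cre/+ library 1, 55 without WT library 3 and 46 with limma voom and 2 groups per fit.

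Among the genes meeting the criterion, list genes of muscle and blood left out, those that followed the muscle list across libraries within the genotypes (correlation above 0.7) made up 43.5% between mutant and Isl1Cre/+, 50.9% between Isl1Cre/+ and WT and 73.8% of those in both comparisons. Among all 13178 genes it was 8.64% (1139 genes). Between mutant and WT it was 4.76% (2 of 42 genes, 95% confidence interval 0.582% to 16.2%), which leaves open whether the share differs from that of all genes and cannot be told apart from it at this number of genes. Different amounts of muscle in the ganglia are a candidate explanation for part of the genes in the comparisons with Isl1Cre/+. A genotype effect on the same genes was not tested and stays open.

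The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 4701, 5763 and 5491 counts in WT library 1, WT library 2 and mutant library 1 and 0 or 1 in the other 6. Xist, the tested gene of the X inactivation list, had 8, 16 and 6 counts in the former and 8360 to 12777 in the latter. In 9 of 9 libraries either the Y-linked genes or Xist were above 100 counts and not both, consistent with the sex of the embryos as the source. Embryos of both sexes pooled in a library are argued against, since the lowest Xist count without Y-linked counts was 522.5 times the highest with them. The 3 Isl1Cre/+ libraries have at most 1 Y-linked count each, so sex and genotype overlap in part. With Y-linked counts as a covariate, Isl1Cre/+ is in effect compared with WT library 3 alone, and with mutant libraries 2 and 3. The median of the gamma protocadherins was then 0.16 in Isl1Cre/+ relative to WT and -0.14 in the mutant relative to Isl1Cre/+. The first value rests on 1 WT library and cannot decide whether sex is the cause. The second kept its direction, which argues against sex as the whole cause of the change between mutant and Isl1Cre/+, though on few libraries. Among other splits, that of WT 1, WT 2 and mutant 1 gave 825 genes meeting the criterion in the libraries of mutant and WT and 5 with an adjusted p under 0.05.

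Gm42418, which lies opposite to an annotated ribosomal RNA gene, had 925 ± 389 cpm (SD, n = 3) in WT, 1057 ± 74.0 (SD, n = 3) in Isl1Cre/+ and 1644 ± 104 (SD, n = 3) in mutant libraries. More ribosomal RNA in the mutant libraries is a candidate explanation if reads of either strand were counted, which the methods do not state. The log2 fold change of n-R5-8s1, also annotated as ribosomal RNA, was 0.27 relative to WT with a standard error of 0.862, and 1.99 relative to Isl1Cre/+ with one of 0.743. Its counts, 266, 36 and 46 in WT, 68, 34 and 9 in Isl1Cre/+ and 177, 192 and 35 in the mutant, vary too much to decide, so a change of Gm42418 and more ribosomal RNA cannot be told apart.

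Th, Chrna3 and Chrnb4, of which Chrna3 and Chrnb4 are nicotinic receptor genes, were lower in mutant than in WT libraries, with log2 fold changes of -0.31, -0.33 and -0.45. Less sympathetic tissue in the mutant libraries could be a source. Across the 9 libraries within the genotypes, Pearson's r with the sympathetic list was 0.151, 0.101 and 0.316 (two-sided exact permutation p = 0.708, 0.824 and 0.38 over 216 permutations, adjusted p = 0.824 for each of the 3 relations), and Spearman's rho was 0.35, 0.133 and 0.483 (exact permutation p = 0.394, 0.773 and 0.171, adjusted p = 0.590, 0.773 and 0.514). Without WT library 2 and mutant library 3, the libraries farthest from the median of the list, r was -0.0654, 0.172 and 0.190. With 3 list genes tested and wide limits, the 2 explanations cannot be told apart.

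For the other lists, the median log2 fold changes relative to WT, relative to Isl1Cre/+ and in Isl1Cre/+ relative to WT were -0.041, -0.071 and 0.079 for Schwann and satellite glial cells, 0.12, 0.071 and 0.044 for fibroblasts, -0.15, 0.052 and -0.19 for glia of the central nervous system, -0.072, 0.035 and -0.096 for mechanoreceptor and proprioceptor markers and -0.015, -0.057 and 0.052 for nociceptor markers. Dividing cells had 0.0080, 0.016 and -0.0081 and TALE homeodomain genes -0.016, 0.019 and -0.024, and with library size only the last 2 values of each changed sign. Single libraries turned further medians: relative to WT, Schwann cells to 0.11 without WT library 3, fibroblasts to -0.054, dividing cells to -0.13 and nociceptor markers to 0.11 without mutant library 2, and central glia to 0.055 without WT library 1. Relative to Isl1Cre/+, fibroblasts turned to -0.14, dividing cells to -0.12, nociceptor markers to 0.055 and TALE genes to -0.053 without mutant library 2, mechanoreceptor and proprioceptor markers to -0.049 without mutant library 1, Schwann cells to 0.014 without Isl1Cre/+ library 1 and central glia to -0.089 without Isl1Cre/+ library 2. In Isl1Cre/+ relative to WT, Schwann cells turned to -0.058 and fibroblasts to -0.073 without Isl1Cre/+ library 1, dividing cells to 0.10 without WT library 3 and central glia to 0.00017 without Isl1Cre/+ library 2. With Y-linked counts as a covariate, which was added after seeing the data, the medians relative to WT turned to -0.12 for fibroblasts, 0.042 for nociceptor markers and -0.15 for dividing cells, that relative to Isl1Cre/+ to -0.045 for mechanoreceptor and proprioceptor markers, and those in Isl1Cre/+ relative to WT to -0.17 for fibroblasts, -0.041 for Schwann cells and 0.015 for TALE genes. Of these lists, the mechanoreceptor and proprioceptor markers alone had an adjusted camera p under 0.05, at 0.0391 in Isl1Cre/+ relative to WT from limma's camera test with Benjamini-Hochberg adjustment, with 8 of 10 genes lower. Without Isl1Cre/+ library 1 this median of -0.096 was -0.048. The unadjusted camera p for it reached 0.362 among the fits that each left out 1 library, and was 0.192 with the covariate. Meis1, Meis3 and Pbx3 had log2 fold changes of -0.0087, -0.21 and 0.090 relative to WT and 0.063, -0.13 and 0.13 relative to Isl1Cre/+. The lists for bone, spinal interneurons, motor neurons, mast cells and X inactivation had 2, 0, 1, 2 and 1 tested genes and were not tested as lists. In the list of Y-linked genes, the log2 fold changes follow the counts above, and no list result is given for it.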
